# A Novel Role of RASSF9 in Maintaining Epidermal Homeostasis

**DOI:** 10.1371/journal.pone.0017867

**Published:** 2011-03-21

**Authors:** Chiou-Mei Lee, Polung Yang, Lih-Chyang Chen, Chia-Chun Chen, Shinn-Chih Wu, Hsiao-Yun Cheng, Yu-Sun Chang

## Abstract

The physiological role of RASSF9, a member of the Ras-association domain family (RASSF), is currently unclear. Here, we report a mouse line in which an Epstein-Barr virus Latent Membrane Protein 1 (*LMP1*) transgene insertion has created a 7.2-kb chromosomal deletion, which abolished *RASSF9* gene expression. The *RASSF9*-null mice exhibited interesting phenotypes that resembled human ageing, including growth retardation, short lifespan, less subcutaneous adipose layer and alopecia. In the wild-type mice, RASSF9 is predominantly expressed in the epidermal keratinocytes of skin, as determined by quantitative reverse-transcription PCR, immunofluorescence and *in situ* hybridization. In contrast, *RASSF9*−/− mice presented a dramatic change in epithelial organization of skin with increased proliferation and aberrant differentiation as detected by bromodeoxyuridine incorporation assays and immunofluorescence analyses. Furthermore, characteristic functions of *RASSF9*−/− versus wild type (WT) mouse primary keratinocytes showed significant proliferation linked to a reduction of p21Cip1 expression under growth or early differentiation conditions. Additionally, in *RASSF9*−/− keratinocytes there was a drastic down-modulation of terminal differentiation markers, which could be rescued by infection with a recombinant adenovirus, Adv/HA-*RASSF9*. Our results indicate a novel and significant role of RASSF9 in epidermal homeostasis.

## Introduction

The RASSF proteins comprise an evolutionarily conserved protein family of ten members (RASSF1 to RASSF10) in vertebrates [1]. RASSF1 through RASSF6 all harbor C-terminal Ras-association (RA) domains and are grouped together as the C-terminal RASSF family, while RASSF7 through RASSF10 all contain N-terminal RA domains and are grouped as the N-terminal RASSF family. The members of the N-terminal RASSF family lack the characteristic Sav–RASSF–Hpo (SARAH) domains found in members of the C-terminal RASSF family [2]. The C-terminal RASSFs, as well as RASSF8 and RASSF10 of the N-terminal RASSFs, have been reported to show reduced expression in various cancers, and are therefore considered to be tumor suppressors [2], [3], [4], [5]. RASSF9 was originally named P-CIP1 (PAM C-terminal interactor 1) following its identification as a peptidylglycine-amidating monooxygenase (PAM)-trafficking protein, which has been linked to the recycling of endosomes [6] and interaction with N-, K- and R-Ras proteins in GST pull-down assays [7]. Although the gene encoding *RASSF9* is known to be expressed in multiple organs, including testis, kidney, skeletal muscle, liver, lung, brain, and heart [6], its biological and physiological roles are not yet fully understood.

Recently, we obtained an Epstein-Barr virus Latent Membrane Protein 1 (*LMP1*) transgene-insertion-derived mutant mouse line, which was a *RASSF9* deficient mutant with phenotype typical of the alopecia syndrome. In normal skin, the proliferative cells are confined to a single basal layer, and the non-proliferative differentiating cells are located in the suprabasal layers. At the final stage of differentiation, the stratum corneum is formed at the outer layer of the epidermis, where it serves as a barrier that prevents epidermal water loss [8]. The stratum corneum is composed of a number of proteins, including loricrin, involucrin and filaggrin, all of which are associated with keratin intermediate filaments [9]. Calcium-induced differentiation of primary mouse keratinocytes in culture provides a well-established model for the complex program of differentiation that occurs *in vivo* in the transition from the basal to upper epidermal layers [10]. Since a particular group of epithelial cells among epidermal epithelium is responsible for generating new hair follicle epithelium during each hair cycle [11], [12], the intriguing phenotype of the mutant mice therefore prompted us to investigate the possibility that RASSF9 plays some important roles in regulating epidermal homeostasis.

Here, we show that RASSF9 is predominantly expressed in epidermal keratinocytes of skin, and loss of RASSF9 expression results in hyperplasia and aberrant differentiation of epidermis. The results of our *in vitro* study of mouse primary keratinocytes showed that RASSF9 mediated growth suppression and activation of the differentiation program. The mechanism by which RASSF9 mediates keratinocyte growth suppression may rely on the regulation of cell-cycle inhibitor p21Cip1, as demonstrated by the results of reciprocal alterations between deficient RASSF9 expression and its compensation in mouse primary keratinocytes. Taken together, our findings show that RASSF9 is essential for the maintenance of epidermal homeostasis.

## Materials and Methods

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at the Chang Gung University, Taiwan (Permit Number: CGU10-027), and were carried out in accordance with the relevant guidelines. The mice were bred and maintained under a consistent temperature of 21–23°C, a relative humidity of 50–70%, and a 12-hr light-dark cycle with normal access to water and chow. In all experiments, mice were sacrificed by ether inhalation.

### Generation of transgenic mice

The utilized transgene was the nasopharyngeal carcinoma (NPC)-derived *LMP1* (*NLMP1*) gene, including the upstream promoter, coding sequences, and the 5′-untranslated region [13]. Transgenic mice were generated as follows. Briefly, the relevant *Eco*RI-*Hind*III fragment was injected into fertilized oocytes from ICR strain mice. Founders were crossed with ICR mice, and PCR and Southern blot analysis were used to screen progeny for the presence of the transgene.

### Southern blotting

For Southern blotting, 20 µg of tail-tissue-derived genomic DNA was digested with either *EcoR*I or *Hind*III, which do not cut the transgene. The digests were resolved by electrophoresis, and the DNA was transferred to a nylon membrane (Hybond-N, Amersham Biosciences, Piscataway, NJ). Probes were prepared using the PCR DIG Probe Synthesis Kit (Roche Molecular Biochemicals, Mannheim, Germany). The probes were designed from the transgene sequence or the mutated genome, and were designated Tg_probe or Δ_probe, respectively (Table S1). Southern blotting was performed according the DIG system's protocol for filter hybridization (Roche Molecular Biochemicals, Mannheim, Germany).

### Inverse PCR amplification of the transgene-flanking genomic sequences

Tail-derived genomic DNA was completely digested with *Taq*I or *Bcl*I, and then self-circularized with T4 DNA ligase (2∼5 µg/mL). The ligation mixture was extracted with phenol:chloroform (1∶1,v/v) followed by chloroform alone, and DNA was precipitated with ethanol and sodium acetate (pH 5.2). The self-ligated DNA (1 µg) was used as the template for PCR amplification of the *Eco*RI and *Hind*III flanking genome sequence of the insertion fragment. The utilized primers were specific for both end sequences of the transgenic DNA (Supplementary Information Table S1).

### RNA isolation

RNA from tissues and keratinocytes was prepared by TRIzol extraction according to manufacturer's protocol (Invitrogen, Karlsruhe, Germany).

### RT-PCR and QRT-PCR

One µg of total RNA was subjected to reverse transcription using an oligo-dT primer (Invitrogen, Carlsbad, CA). The reaction mixture was then amplified using gene-specific intron-crossing oligonucleotide primer pairs specific to the genes encoding mouse *RASSF9*, *p21Cip1* and the reference genes of β-Actin, 3-phosphate dehydrogenase (*GAPDH*) and hypoxanthine phosphoribosyltransferase (*HPRT1*). Quantitative RT-PCR was performed on a LightCycler (Roche Molecular Biochemicals, Mannheim, Germany) according to manufacturer's instructions, using the FastStart DNA Master SYBR Green I mix (Roche Molecular Biochemicals, Mannheim, Germany). The amplification conditions were as follows: 95°C for 10 minutes followed by 45 cycles of 95°C for 10 seconds, 60°C for 10 seconds, and 72°C for 10 seconds. The cycle threshold (Ct) values were normalized with respect to those of the reference genes. The oligonucleotide sequences of the utilized primers are listed in Supplementary Information Table S1.

### BrdU-incorporation assays *in vivo* and *in vitro*

Mice were *in vivo* pulse-labeled with BrdU (250 µg/g body weight; Sigma Chemical Corp., St Louis, MO) via intraperitoneal (i.p.) injection, and skin tissues were harvested after two-hr incubation. Each sample was fixed in formalin, embedded in paraffin, and sectioned at 4 µm. The sections were deparaffinized, rehydrated, subjected to antigen retrieval in citrate buffer, and then subjected to immunohistochemical staining using specific antibodies against BrdU (Serotec, Oxford, UK) and keratin 14 (Covance, Berkeley, CA) according to the protocol for the utilized anti-bromodeoxyuridine-fluorescein kit (Roche Molecular Biochemicals, Mannheim, Germany), with the DNA-denaturation step modified to incubating the slides in 2 M HCl, for 20 min at 37°C. Chicken anti-rat IgG conjugated with FITC was used for BrdU detection (Santa Cruz, CA), while goat anti-rabbit IgG conjugated with TRITC was used for K14 detection (Jackson ImmunoResearch Laboratories, West Grove, PA). Nuclei were stained with 4′6-diamidin-2-phenylindol-dihydrochloride (DAPI; Sigma Chemical Corp., St Louis, MO). The resulting images were examined and photographed under a laser-scanning confocal microscope (Leica TCS SP2; Leica, Germany or LSM 510 Meta NLO; Carl Zeiss, Inc., USA).

For the *in vitro* assay, mouse primary keratinocytes were seeded to 48-well plates and incubated with growth medium (0.06 mM calcium) for 17 hr, followed by infection with or without a RASSF9-encoding recombinant adenovirus for 24 hr. Subsequently, the cultures were plated with fresh medium containing 0.06 mM calcium and incubated for another 48 hr. Keratinocytes were pulse-labeled with 10 µM BrdU for 2 hr and then harvested, and BrdU incorporation was analyzed by ELISA according to the manufacturer's protocol (Cell Proliferation Biotrak ELISA System; Amersham Biosciences, Piscataway, NJ). The BrdU immunofluorescence staining was performed according to the protocol described above.

### Bacterial expression of RASSF9, and anti-RASSF9 antibody preparation

The 285-1625nt fragment of the mouse *RASSF9* cDNA (NCBI RefSeq NM_146240) was cloned into the *Eco*RI-*Xho*I sites of the pGEX-4T-1 vector (Amersham Biosciences, Piscataway, NJ). The resulting pGEX-4T-1-*RASSF9* plasmids were transformed into *Escherichia coli* BL21 competent cells and grown to the appropriate cell density at 37°C with Ampicillin selection. Protein expression was induced by addition of 1 mM isopropyl-1-thio-β-D-galactopyranoside (IPTG) for 4 hr at 37°C, and the resulting GST-RASSF9 fusion protein with a GST tag in the N-terminus were purified and used to generate antiserum in rabbits. Specificity of anti-RASSF9 antibody is confirmed by Western immunoblotting of exogenously expressed RASSF9 protein (Figure S1).

### Histology and immunofluorescence

Dorsal skin of mouse was fixed in 10% neutral buffered formalin, embedded in paraffin, and sectioned at 4 µm. The sections were deparaffinized, rehydrated, and then subjected to H&E staining or Masson's trichrome staining. The resulting images were examined and photographed under a microscope (Axioplan II; Carl Zeiss Microimaging Inc., Germany). For immunofluorescence analysis, OCT-embedding frozen skin was cut into 4-µm sections, fixed in ice-cold acetone for 30 sec (for RASSF9 immunofluorescence staining) or neutral buffered formalin for 15 min, and subjected to double-indirect immunostaining according to the IHC World protocol (http://www.ihcworld.com/protocols/general_IHC). Finally, the specimens were mounted with Vectashield (Vector Labs, Burlingame, CA) and photographed by laser-scanning confocal microscopy as earlier described. The primary antibodies used in these experiments were as follows: anti-keratin 1, keratin 5, keratin 6, keratin 10 and keratin 14 polyclonal antibodies (Covance, Berkeley, CA); rabbit anti-RASSF9 (generation described in Materials and Methods). The utilized secondary antibodies were FITC- or TRITC-conjugated (Jackson ImmunoResearch Laboratories, West Grove, PA). Nuclei were stained with DAPI.

### Construction of the recombinant adenovirus

The full-length *RASSF9* gene was obtained from the RNA of normal ICR mouse brain using RT-PCR. The resulting 1.3-kb fragment was cloned into pCMV-HA (Clontech, Palo Alto, CA) and amplified using specific primers designed to generate an HA-tagged *RASSF9* fragment. The amplified fragment was subcloned into the *Not*I-*Xho*I sites of pShuttle-CMV and inserted into the adenoviral backbone plasmid, pAdEasy-1, for amplification in bacteria. Recombinant adenoviruses containing the *RASSF9* gene were generated according to the protocol for the utilized adenovirus-construction system (http://www.coloncancer.org/adeasy/protocol.htm). A GFP-encoding recombinant adenovirus was used as the control. Expression of RASSF9 in adenovirally infected keratinocytes was confirmed by immunoblotting with anti-HA antibody. Titration of recombinant adenovirus was performed by a plaque forming unit (PFU) assay in 293 cells following the manufacturer's instructions (Cell Biolabs).

### Cell culture and viral infection

The isolations and incubations of epidermal keratinocytes were done according to a web-published protocol (http://openwetware.org/wiki/Mouse_keratinocyte_cultures) with minor modifications. Briefly, epidermis was isolated from the skin of neonatal mice by incubation with Dispase II overnight at 4°C. Epidermal keratinocytes were dissociated by incubation of the skin samples in Trypsin-EDTA for 20 min at room temperature, and the cells were harvested by passing each sample through a sterile nylon 100-µm cell strainer (BD Falcon, Bedford, MA). The epidermal keratinocytes were then centrifuged, resuspended, plated onto collagen pre-coated dishes, and cultured in Eagle's minimal essential medium (EMEM; Cambrex, East Rutherford, NJ) supplemented with 4% Chelex-100 treated fetal bovine serum (FBS) (Bio-Rad Laboratories, Hercules, CA), 0.4 µg/mL hydrocortisone, 5 µg/mL insulin, 10 ng/mL epidermal growth factor (EGF), 10^−10^ M cholera toxin, 2×10^−9^ M triiodothyronine (T3), 100 units/mL penicillin, 100 µg/mL streptomycin, 2 mM L-Glu, and 0.06 mM CaCl_2_. After 17 hr, the culture medium was refreshed, and the cells were exposed to the recombinant adenovirus. The inoculating medium was removed 24 hr post infection. After infection, the cells were incubated in fresh media containing 0.06 mM or 2 mM calcium for the indicated time. Recombinant adenoviruses were produced and routinely used at a multiplicity of infection (MOI) of 10, unless otherwise specified.

### Western blotting

Adherent primary cells were harvested and homogenized at 4°C for 20 min in RIPA lysis buffer (25 mM TRIS, pH 7.5, 150 mM NaCl, 1% NP40, 1% Na-deoxycholate, and 0.1% SDS) containing 1 mM phenylmethylsulfonyl fluoride (PMSF), 0.3 µM aprotinin, 130 µM bestatin, 1 mM EDTA, and 1 mM leupeptin (Sigma Chemical Corp., St Louis, MO). Each lysate was cleared of cell debris by centrifugation, and each sample's total protein concentration was determined using the Bradford protein assay reagent (Bio-Rad, Hercules, CA). Equal amounts of protein were resolved by electrophoresis on SDS-polyacrylamide gels (Bio-Rad, Hercules, CA), and then transferred to a polyvinylidene difluoride membrane (PVDF) (Millipore Corp., Bedford, MA). Immunoblotting was performed as previously described [14] using the following specific primary antibodies: anti-filaggrin, anti-loricrin, anti-keratin 14 (Covance, Berkeley, CA); anti-HA (Sigma Chemical Corp., St Louis, MO) and anti-p21Cip1 (F-5; Santa Cruz, CA). The proteins of interest were reacted with a horseradish peroxidase-conjugated secondary antibody, and then detected with an enhanced chemiluminescence system (Amersham Biosciences, Piscataway, NJ). K14, which is constitutively expressed in keratinocytes irrespective of the cell-growth conditions, was used as the loading control.

### *In situ* hybridization

Fresh dorsal skin tissue was embedded in optimum cutting temperature (OCT) compound (Tissue-Tek, Sakura Finetek, Torrance, CA), and 4-µm cryosections were cut and subjected to *in situ* hybridization according to the protocols of the Anderson lab (California Institute of Technology, Pasadena, CA; http://wmc.rodentia.com/docs/Big_In_Situ.html). Fragments corresponding to nucleotides (nt) 285–817 and 1126–1625 of the mouse *RASSF9* cDNA (NCBI RefSeq NM_146240) were separately cloned into the *Eco*RI-*Xho*I sites of the pBluescript II KS (+) phagemid vector (Stratagene, La Jolla, CA) for riboprobe synthesis. Digoxigenin-UTP (DIG)-labeled antisense and sense riboprobes were prepared by *in vitro* transcription with DIG-11-UTP and either T3 or T7 RNA polymerase, according to the manufacturer's protocol (DIG Application Manual for In Situ Hybridization, 3^rd^ edition; Roche Molecular Biochemicals, Mannheim, Germany). The hybridization signal was detected as a dark precipitate that formed following exposure to an alkaline phosphatase-labeled anti-DIG antibody and a substrate containing nitroblue tetrazolium (NBT) (Promega, Madison, WI) and 5-bromo-4-chloro-3-indolylphosphate (BCIP) (Promega, Madison, WI).

### Affymetrix Analysis

Total RNA was extracted from mouse primary keratinocytes of the neonatal WT (n = 1) and *RASSF9*−/− mice (n = 2) by TRIzol extraction per manufacturer's instructions(Invitrogen). Briefly, one 10-cm culture plate of confluent monolayer of primary keratinocytes per sample was lysed in 1 mL TRIzol reagent after maintenance for two days in low-calcium keratinocyte serum-free medium with supplements (Invitrogen, Carlsbad, CA). The cell lysate was mixed with 0.2 mL of chloroform and centrifuged at 12,000× g for 10 minutes at 4°C. Total RNA was precipitated from the resultant aqueous phase by isopropanol, washed in 70% v/v ethanol, air-dried and then resuspended in RNAse-free water for subsequent assays. The A260/A280 ratio of all RNA samples was between 1.8 and 2.1, and sample quality was verified by electrophoresis on 1% agarose gel for 18S and 28S ribosomal RNAs. The resultant samples of total RNA were submitted to the Microarray & Gene Expression Analysis Core Facility, VGH National Yang-Ming University Genome Research Center, Taipei, Taiwan, for subsequent processing and assay with Affymetrix GeneChip Mouse Genome 430 2.0 Array (Affymetrix, Fremont, CA). All the data is MIAME compliant, and the raw datasets are deposited in MIAME-compliant NCBI-Gene Expression Omnibus (GEO) database (Accession Number: GSE24190). The resulting dataset was analyzed using GeneSpring software (Silicon Genetics, Agilent Technologies, Santa Clara, CA).

### Image quantitation and statistical analysis

Quantitation of image data was achieved using the image-analysis programs ImageJ. (version 1.41) and ImageQuant (version 5.1). Analysis for statistical significance was examined using t-tests. *P* values <0.05 were considered statistically significant.

## Results

### Characteristics of a transgene-insertion-mutation mouse line

Out of 21 independent Epstein-Barr virus (EBV) latent membrane protein 1 (*LMP1*) transgenic mice, one mouse line exhibited intriguing phenotypes showing growth retardation, alopecia and short lifespan in homozygotes (−/−; Figure 1A–C), and signs of haploinsufficiency for heterozygotes (+/−) for the alopecia (Figure 1A). Homozygous mice (−/−) were born with normal Mendelian frequency but started to die off rapidly after two weeks past birth. At six weeks past birth, approximately 10% of homozygous mutants survived to wean (Figure 1C, left panel), but no remaining homozygotes survived beyond one year after weaning. Overall, homozygous exhibited severe growth retardation and short lifespan compared to heterozygous and the WT mice (Figure 1A–C). The mRNA transcript of *LMP-*1 transgene in this line was not efficiently expressed in the neonate skin at the onset of the pathology (Figure S2A, top panel). Meanwhile, LMP-1 protein expression in the skin of the transgenic mice at two weeks of age was not detectable by Western blotting with anti-LMP-1 antibody (Figure S2B). Thus, it is likely that the observed skin pathology of the transgenic mice may be attributable to abolition of endogenous gene expression rather than the consequence of transgenic LMP-1 expression. Taken together, the results strongly suggest that the transgene insertion in this mutant line unexpectedly disrupted a gene whose expression was crucial for development.

**Figure 1:**
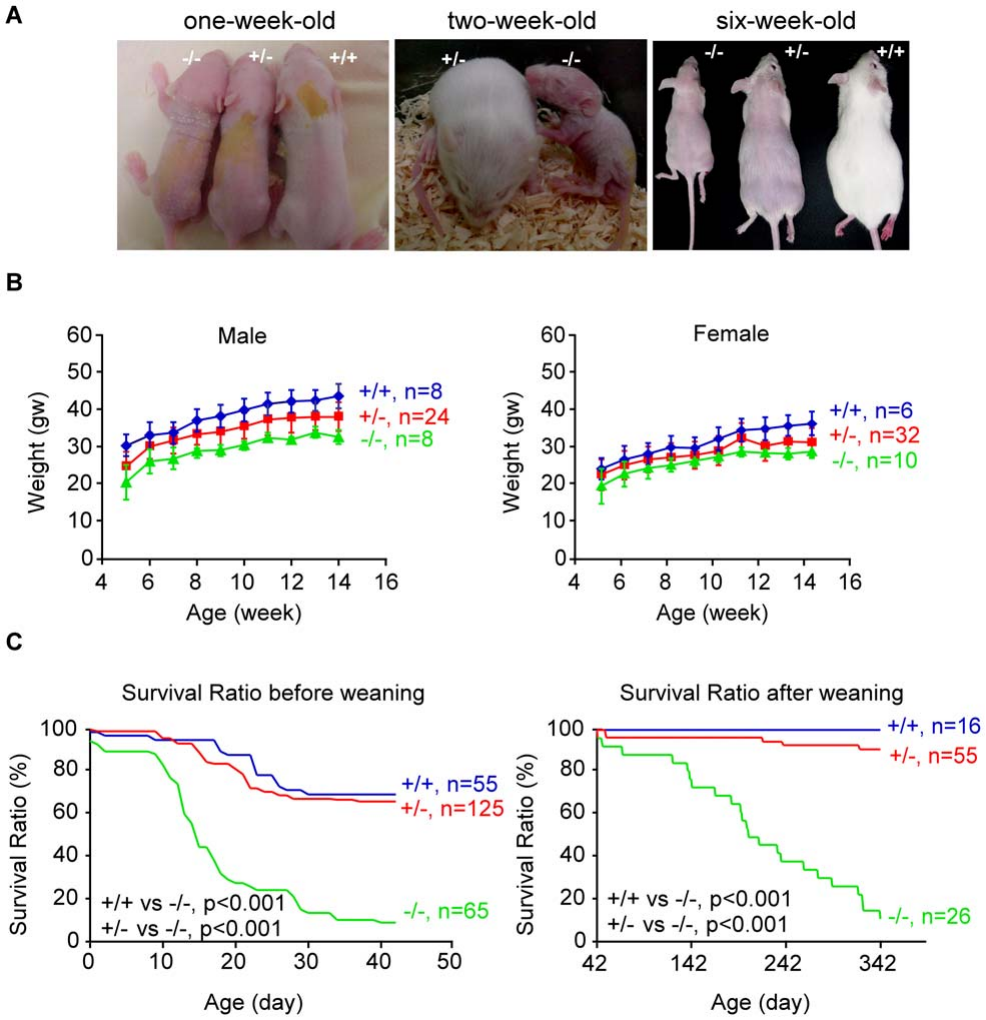
Characterization of the transgenic mutant mouse line. (A) Macroscopic phenotypes of mice of various genotypes were shown at one, two, and six weeks after birth. (B) Growth curve analysis. The growth curves of the different genotypes exhibited an effect of haploinsufficiency on body weight. The body weight of the homozygous mutant was severely reduced as compared to that of the heterozygous and WT mice. (C) The survival rate. The survival rate of transgenic mutant mice was lower than that of the WT mice. Statistical analyses were performed using the SPSS13.0 software. *P*<0.05. +/+, wild type; +/−, heterozygous mutant; −/−, homozygous mutant.

### Chromosomal deletion and gene silencing of the *RASSF9* gene in the homozygous mutant line

In order to elucidate the molecular mechanism of the transgene insertion in the mutant mouse line, we determined the chromosomal integration site of transgene by Southern blot analysis using the transgene as the probe (Tg_probe; Supplementary Information, Table S1). A single band was detected upon restriction digestion of the genomic DNA by the enzymes *Hind*III and *EcoR*I, suggesting that the transgene had integrated at a single locus, as the transgene contained no restriction sites targeted by the enzymes (Figure 2A, left panel). In order to identify the chromosomal location of the transgene-insertion site, we used an inverse PCR approach [15]. Two flanking fragments (designated H3F and RIF; Figure 2B) containing short unique DNA sequences that were not part of the transgene were recovered. The flanking DNA fragments, which were assigned to the mouse chromosome 10D1 region, were separated by about 7.2 kb, indicating that integration of the transgene resulted in the deletion of about 7.2 kb of the genome at the insertion site (Figure 2B). To confirm these results, we used the same blot to perform Southern hybridization with a probe located within the putative 7.2-kb deletion (Δ_probe; Table S1); no signal was detected in homozygous mutant (−/−) mice (Figure 2A, right panel). The deleted genomic sequence was mapped to an intron sequence approximately 178 bp downstream of the first exon of the gene encoding *RASSF9* (Figure 2B). The mapping of the deletion/transgenic insertion to murine *RASSF9* gene (accession number: AK041688) was confirmed with the genomic sequence from the latest assembly of the UCSC Genome Browser [July 2007 assembly (NCBI37/mm9); http://genome.ucsc.edu]. Thus, we concluded that the transgenic mice harbored a 7.2-kb chromosomal deletion within the 32.2-kb intron of the RASSF9 gene, in close proximity to its first exon. In this study, we routinely performed genotype screening by genomic PCR using primers targeting the *LMP*-1 transgene and the deleted sequence of the *RASSF*9 intron (Figure S2A, bottom two panels). Further analyses of tissue samples from homozygotes (−/−) demonstrated that the chromosomal deletion resulted in *RASSF9* gene silencing in multiple organs, as confirmed by reverse-transcription PCR (RT-PCR; Figure 2C; Figure S2A, the top second panel).

**Figure 2:**
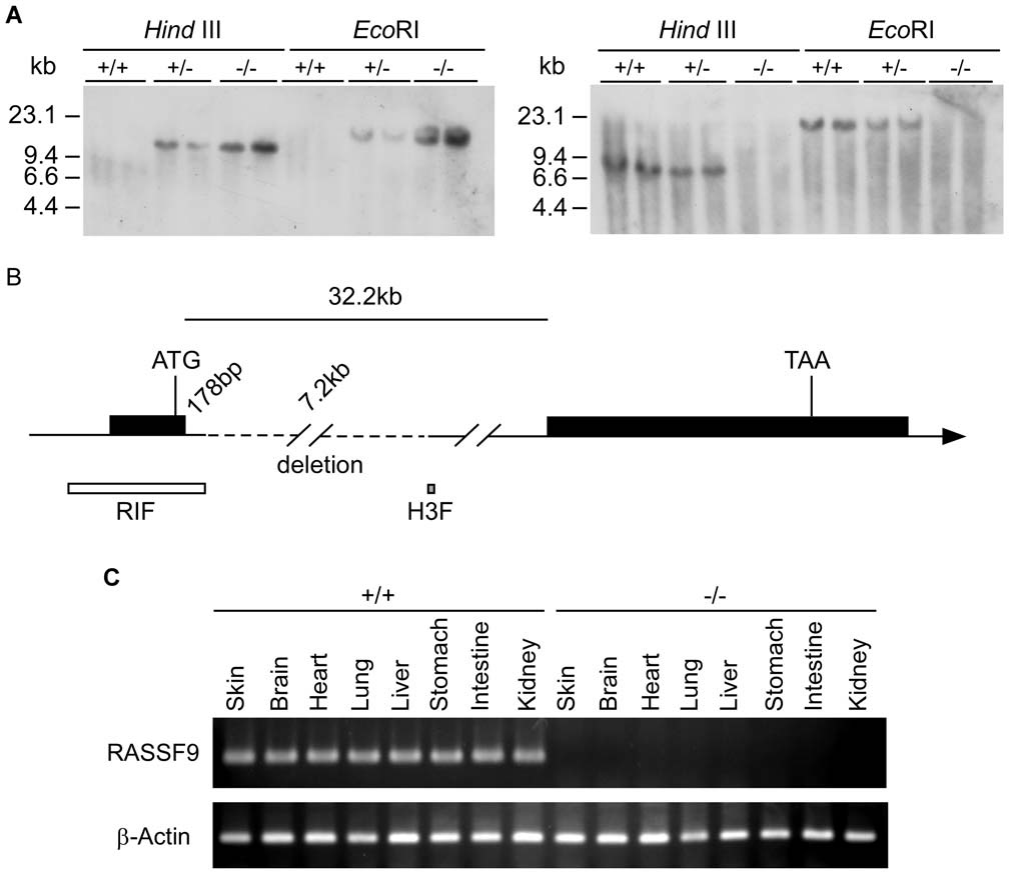
Chromosomal disruption and *RASSF9* gene silence in transgenic mutant line. (A) Southern blot analysis. Genomic DNA samples from mice of various genotypes were separately digested with *Hind*III or *EcoR*I. The left panel showed that a single hybridization band was detected when the transgene was used as the probe. The right panel confirmed a deletion of the identified region in the homozygous mice, as determined by the lack of signal from a probe locating this region. (B) Physical map of the *RASSF9* gene. The sequences flanking the inserted transgene in mutant mice were identified by positional cloning. Symbols: white box, RIF; gray box, H3F; black line, intronic DNA; dashed line, the region deleted by the insertional mutagenesis. (C) Total RNA extracted from the indicated tissues of mice of the WT and *RASSF9*−/− (−/−) genotypes (n = 3 per genotype) were analyzed by RT-PCR using *RASSF9* and β-Actin gene-specific primers. β-Actin was used as the internal control for respective samples. The RT-PCR product was analyzed by 2% agarose gel electrophoresis. Similar results were obtained from two independent experiments in panel A. +/+, wild type; +/−, heterozygotes; −/−; homozygotes.

### Perturbation of skin architecture in *RASSF9*−/− mice

Since homozygous mutant mice showed phenotypes typical of the alopecia syndromes, we next sought to characterize its skin pathology. Hematoxylin and eosin (H&E) staining of fixed skin tissue sections revealed thickening of the epidermis and dermis of *RASSF9*−/− skin by ∼3-fold and 1.7-fold, respectively, versus that of the WT mice at two weeks old (Figure 3A and B). The histological features of dermal and epidermal thickening of *RASSF9*−/− skin could also be observed with Masson's trichrome staining, which stained collagen blue for better contrast of collagen-rich dermis with collagen-free epidermis (Figure S3). On the other hand, the subcutaneous adipose tissue of the mutant mouse was only 60% of that of the WT mouse (Figure 3A and B; Figure S3). In the mouse, the hair cycle consists three stages: anagen (hair growth), catagen (apoptosis-driven regression), and telogen (resting maintenance). Strikingly, in contrast to anagenic WT hair follicles, the majority of the mutant hair follicles were at the catagen and telogen phases, with many of them devoid of hair shafts [Figure 3A and Figure S3, lower left panels; contrast with upper left (WT) panels]. These observations strongly suggest that *RASSF9,* the gene disrupted by the transgene insertion in this mutant line, is crucial for epidermal development.

**Figure 3:**
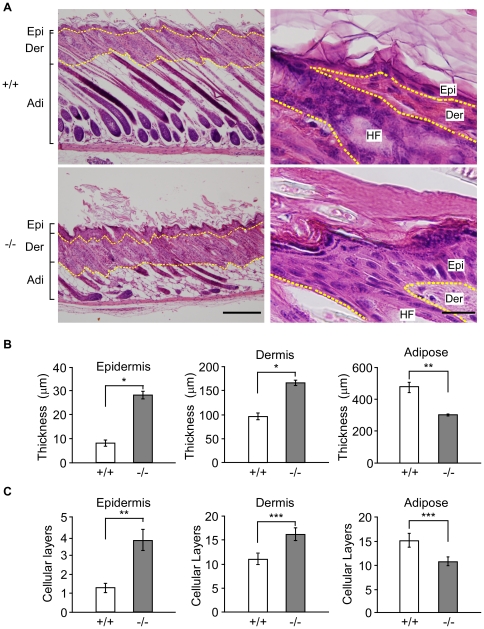
Histological abnormalities in *RASSF9*−/− skin. (A) H&E staining of skin sections from two-week-old mice. The dashed yellow lines denote the epidermis-dermis and dermis-adipose borders. Similar results were obtained from three independent pairs of mice. The low and high magnification images were shown in the left and right panels, respectively. Left panel, scale bar  = 200 µm; Right panel, scale bar  = 20 µm. Epi, epidermis; Der, dermis; Adi, adipose; HF, hair follicle. (B, C) Quantitative analysis of the thickness and cellular layers of the epidermis, dermis and adipose tissues of histological skin sections from ten individual regions of each genotyping mouse at two weeks after birth. Values were measured by thickness and numbers of cellular layer in panel (B) and (C), respectively. Mean ± SD (n = 3, per genotype); * *P*<0.001, ** *P*<0.005, *** *P*<0.05. Panel A–C: +/+, wild type; +/−, heterozygotes; −/−, homozygotes.

### Aberrant proliferation in skin of *RASSF9*−/− mice

The skin of *RASSF9*−/− mouse exhibited a significant epidermal thickening. We therefore investigated whether RAFF9 affected the epidermal proliferation by determining bromodeoxyuridine (BrdU) incorporation in the skin of two-week-old mice. BrdU, the thymidine analog, incorporates into replicating DNA; it is useful as a label of proliferating cells. Indeed, immunofluorescence staining for BrdU-incorporated cells in skin tissues revealed marked changes of cellular proliferation patterns in the basal layers and hair follicles of *RASSF9*−/− mice versus WT. (Figure 4A and B). BrdU incorporation doubled in the epidermal basal layer of the *RASSF9*−/− mice versus WT control (Figure 4A and B; 4C, top panel). Additionally, BrdU-positive cells were 4-fold more in the outer root sheath (ORS) of the hair follicles located at the region of dermis layer in *RASSF9*−/− mice (Figure 4A and B; 4C, middle panel). However, the BrdU-labeling hair bulb index, defined by the ratio of the number of hair bulb (HB) with more than five BrdU-immunolabeled nuclei to total number of HB, was reduced to ∼15% of the WT control (Figure 4A and B; 4C, bottom panel), revealing a remarkable loss of anagenic follicles in *RASSF9*−/− mice. Taken together, these findings suggest adverse effect on epidermal homeostasis and hair-cycle regulation caused by disruption of the *RASSF9* gene.

**Figure 4:**
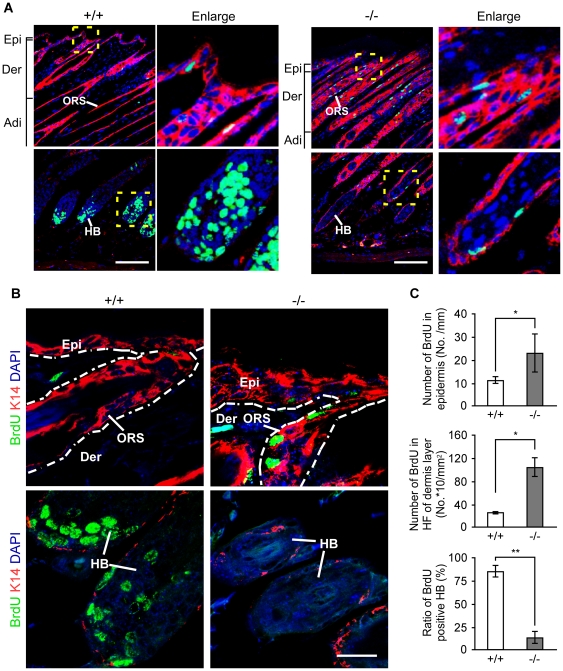
Aberrant proliferation in *RASSF9*−/− skin. (A) BrdU incorporation (green) and K14 (red) were co-stained by immunofluorescence in the skin cross-sections of two-week-old *RASSF9*−/− (−/−; right panel) and WT mice (+/+; left panel). Areas marked by yellow dashed line are enlarged in the adjacent column (“Enlarge”). Scale bar  = 100 µm. ORS, outer root sheath; HB, hair bulb. The abbreviations Epi, Derm, Adi were defined as described in Figure 3A. (B) High-magnification images of BrdU incorporation in dermal tissues. Abnormal patterns of proliferating cells in Epi, ORS and HB of −/− skin are consistent with those observed in (A). The dashed white lines denote the epidermis-dermis border. Similar results were obtained from three independent pairs of mice. Scale bar  = 20 µm. (C) Skin proliferation was evaluated by quantitation of BrdU incorporation using ImageJ software. Analyses were performed for the number of BrdU-positive nuclei in basal layer (top panel; per mm of epidermis); the number of BrdU-positive nuclei in dermal hair follicles (middle panel; per mm^2^ of dermis layer); and the percentage of HB with more than five BrdU-positive nuclei (bottom panel). Data represent scoring of at least 20 hair bulbs from each mouse and three mice for each genotype. *, *P*<0.05; **, *P*<0.001.

We also examined the expression of keratin 6 (K6), a marker of hyperproliferative epidermis, whose expression is highly restricted to a single cell layer in the hair follicle that surrounds the innermost layer of the outer root sheath, but otherwise not typically expressed in epidermis [16], [17], [18]. In *RASSF9*−/− mice, K6 was highly expressed throughout the epidermal layers and entire root sheath of hair follicles in abnormally thick layers of cells (Figure 5). Keratin 14 (K14), a marker of epidermal proliferating compartment, was confined to the basal cells in WT skin as expected, whereas it was also detected in the suprabasal layer of *RASSF9*−/− mice, also abnormally thick, together with K6 (Figure 5). The striking co-expression of K6 and K14 in abnormally thickened epidermal tissues suggests hyperproliferation in the epidermis of two-week-old *RASSF9*−/− mice (Figure 5).

**Figure 5:**
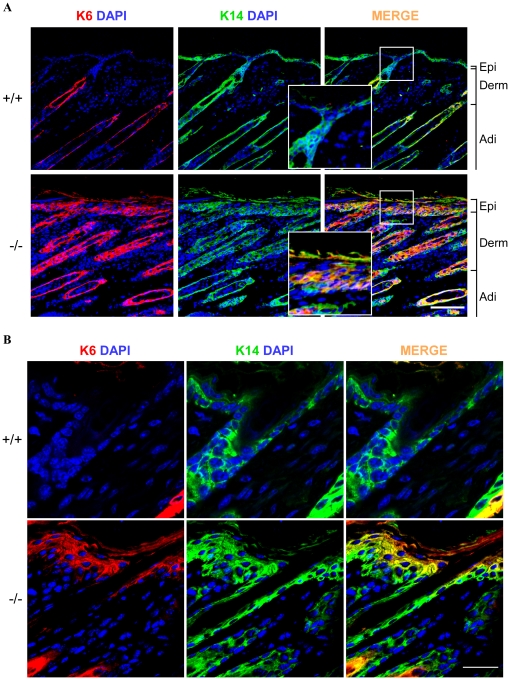
K6 is abnormally expressed in epidermis of *RASSF9*−/− skin. (A) Frozen sections of skin from two-week-old mice were double-immunofluorescence stained for K6 (red) and K14 (green), with the merged signals in yellow. DAPI (blue) was used to for nuclear staining. Scale bar  = 100 µm. Similar results were obtained from three independent mice. +/+, wild type; −/−, *RASSF9*−/−. The other abbreviations of Epi, Derm, Adi were defined as described in Figure 3A. Areas outlined in white borders were enlarged for detailed views (insets). (B) High-magnification images of K6 and K14 expression, prepared as described above. Scale bar  = 20 µm.

### Aberrant differentiation in skin of *RASSF9*−/− mice

**Figure 6:**
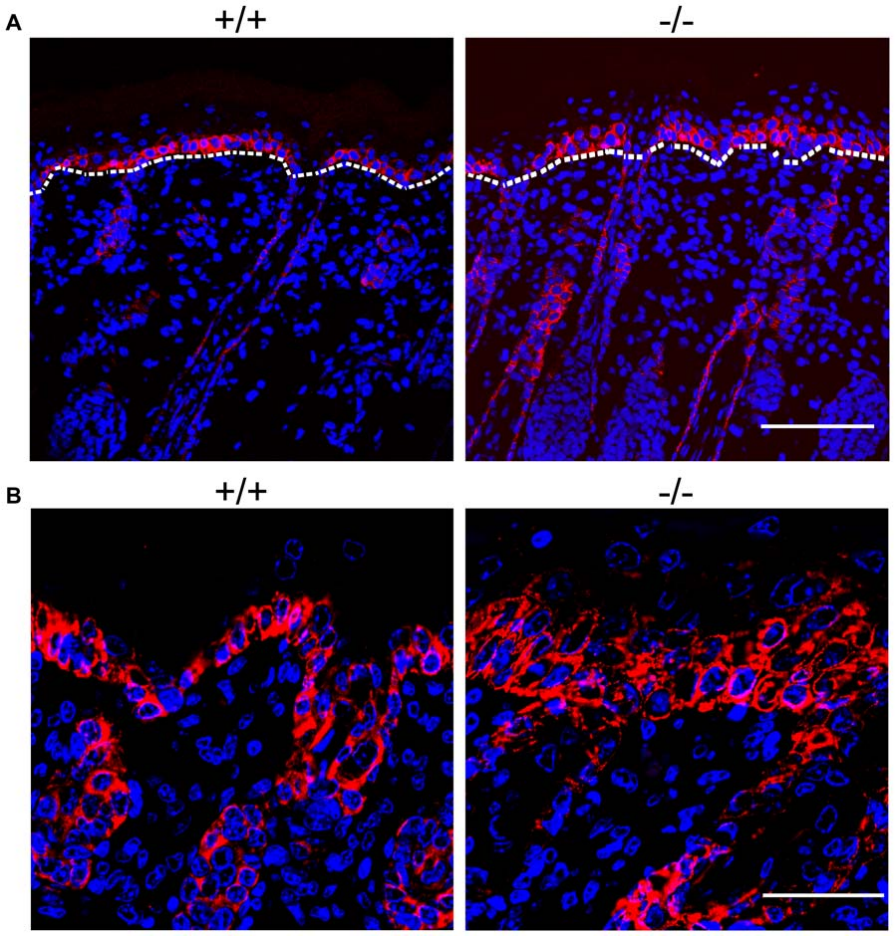
Aberrant differentiation in the skin of *RASSF9*−/− mice—K5 (red). (A) Frozen sections of dorsal skins of WT (+/+) and *RASSF9*−/− (−/−) mice were immunostained with red fluorescence for K5 in 4-dpp mice. Scale bar  = 100 µm. (B) Images at higher magnification. Scale bar  = 40 µm. Blue, DAPI staining of cell nuclei.

**Figure 7:**
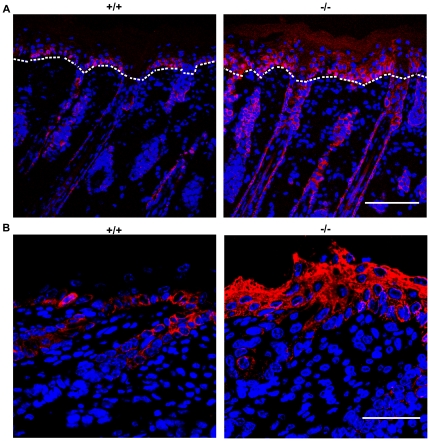
Aberrant differentiation in the skin of *RASSF9*−/− mice—K14 (red). (A) Frozen sections of dorsal skins of WT (+/+) and *RASSF9*−/− (−/−) mice were immunostained with red fluorescence for K14 in 4-dpp mice. The dashed white lines denote the epidermis-dermis border. Similar results were obtained from three independent pairs of mice. Scale bar  = 100 µm. (B) Images at higher magnification. Scale bar  = 40 µm. Blue, DAPI staining of cell nuclei.

**Figure 8:**
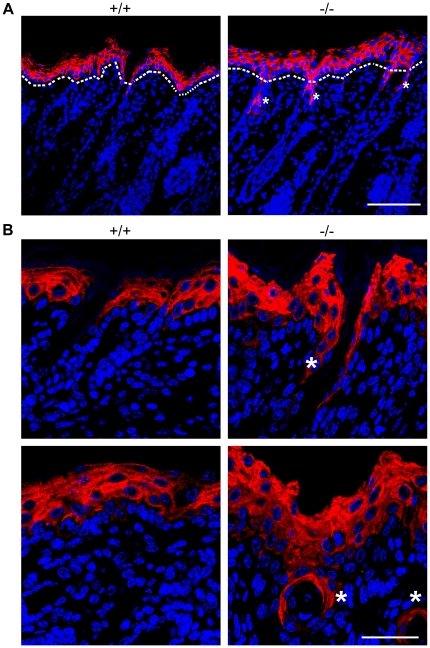
Aberrant differentiation in the skin of *RASSF9*−/− mice—K1 (red). (A) Frozen sections of dorsal skins of WT (+/+) and *RASSF9*−/− (−/−) mice were immunostained with red fluorescence for K1 in 4-dpp mice. The dashed white lines denote the epidermis-dermis border. Similar results were obtained from three independent pairs of mice. Scale bar  = 100 µm. Note the abnormal staining of K1 expression of hair follicular cells (*) in dermis of *RASSF9*−/− skin. (B) Images at higher magnification, with follicular sites of abnormal K1 expression identified by asterisks (*) in both length-wise sections (top panels) and cross sections (bottom panels) of hair follicles. Scale bar  = 40 µm. Blue, DAPI staining of cell nuclei.

**Figure 9:**
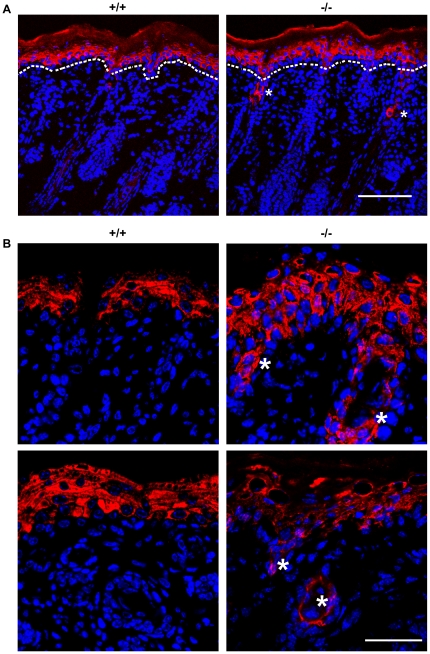
Aberrant differentiation in the skin of *RASSF9*−/− mice—K10 (red). (A) Frozen sections of dorsal skins of WT (+/+) and *RASSF9*−/− (−/−) mice were immunostained with red fluorescence for K10 in 4-dpp mice. The dashed white lines denote the epidermis-dermis border. Similar results were obtained from three independent pairs of mice. Scale bar  = 100 µm. Note the abnormal staining of K10 expression of hair follicular epithelium (*) in dermis of *RASSF9*−/− skin. (B) Images at higher magnification, with follicular sites of abnormal K10 expression identified by asterisks (*) in both length-wise sections (top panels) and cross sections (bottom panels) of hair follicles. Both K1 and K10 are markers of early-stage keratinocyte differentiation, suggesting a delay in epidermal and follicular keratinocyte maturation. Scale bar  = 40 µm. Blue, DAPI staining of cell nuclei.

**Figure 10:**
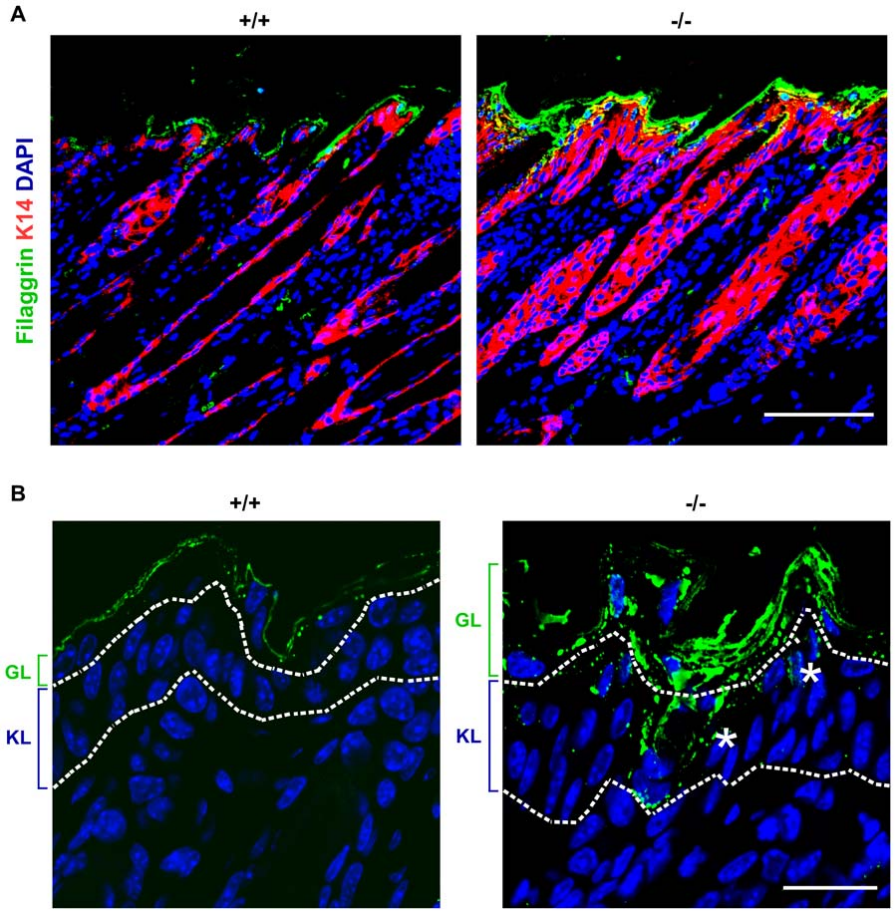
Aberrant differentiation in the skin of *RASSF9*−/− mice—filaggrin (green). (A) Frozen sections of dorsal skins of *RASSF9*−/− and WT control mice were immunostained with green fluorescence for filaggrin and red fluorescence for K14 in two-week-old mice. Blue, DAPI staining of cell nuclei. Scale bar  = 100 µm. (B) Images of higher magnification for filaggrin staining (green fluorescence) in skin sections. The dashed white lines denote the epidermis-dermis border. Similar results were obtained from three independent pairs of mice. Scale bar  = 20 µm; GL, granular layer; KL, keratinocyte layer. Note the increased thickness and patchiness in layer of prominent filaggrin staining, as well as abnormal distribution of filaggrin staining in keratinocyte layer and hair follicle (*).

Epidermal homeostasis of the skin requires a coordinated regulation of cell proliferation and differentiation. Thus we investigated the status of epidermal differentiation in *RASSF9*−/− mice. We performed immunofluorescence staining for keratin 5/keratin 14 and keratin 1/keratin 10 (K5/K14 and K1/K10), markers for the basal and suprabasal layers of the cutaneous skin, respectively [19]. In *RASSF9*−/− mice at 4 days post-partum (dpp), K5 and K14 were detected not only in the basal layer but also the suprabasal layers of epidermis, abnormal patterns that echoed the epidermal hyperplasia observed of two-week-old *RASSF9*−/− mice (K5: Figure 6; K14: Figure 7). Moreover, detection of K1/K10 expression revealed drastic thickening of suprabasal layers in *RASSF9*−/− mice, in contrast to the WT control (K1: Figure 8; K10: Figure 9). Furthermore, aberrant expression of K1 and K10 was observed in *RASSF9*−/− follicles, an anomaly strongly suggesting possible epidermalization of the hair follicles in the skin of *RASSF9*−/− mice (Figures 8–9; detailed images of hair follicles in 8B and 9B). Finally, immunostaining of filaggrin, a marker expressed by cells of granular layer, revealed abnormal expression of filaggrin in multiple layers of granular cells beneath the stratum corneum of *RASSF9*−/− mice at two weeks of age, in contrast to the thin-layer pattern typically maintained in the granular layer of WT skin (Figure 10; detailed images in 10B). Taken together, these findings showed that *RASSF9*−/− mice suffered from a severe defect in epidermal homeostasis characterized by abnormal thickening of epidermis, dysregulated cellular proliferation, and disruption of keratinocyte maturation as revealed by the altered patterns of keratin and filaggrin expressions.

### RASSF9 expression profiles in WT mouse

To further evaluate the significance of *RASSF9* gene expression for normal mouse development, we determined the expression profiles of *RASSF9* gene in various organs of WT mice at one or two weeks old. Our results indicated that the *RASSF9* mRNA was expressed in multiple organs, with high-level expression seen in the skin, moderate-to-high expression in the heart, lung and kidney, and relatively low expression in the thymus, brain, stomach, liver, intestine and spleen (Figure 11A). Interestingly, RASSF9 mRNA expression in heart and lung increased with growth from one to two weeks old, implicating a role of this gene in regulation of post-partum maturation of these organs in addition to epidermis development. We then isolated epidermal and dermal fractions from the skin of 4-dpp WT mice and examined the site-specific expression of *RASSF9* mRNA in skin. The *RASSF9* mRNA was between two- and six-fold higher in the epidermal fraction than the dermal fraction, depending on the reference gene used (Figure 11B, top panel). The demarcation of epidermis and dermis layers was confirmed by specific detection of mRNA for E-cadherin (*CDH1*) and fibronectin (*fn1*) in the former and latter fractions, respectively (Figure 11B, middle and bottom panels).

**Figure 11:**
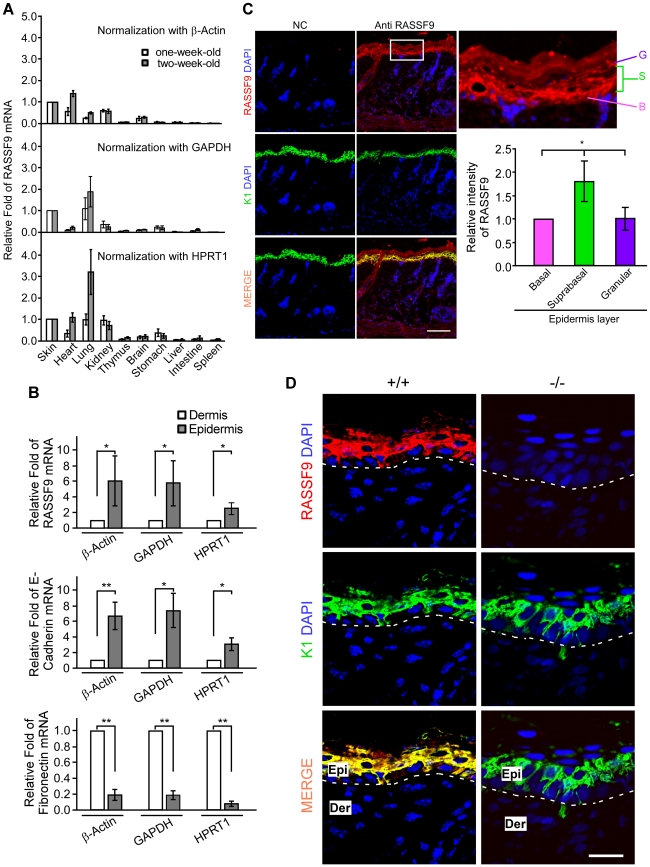
RASSF9 expression profiles in WT mouse. (A) Quantitive RT-PCR analysis of *RASSF9* mRNA expression in various tissues of WT mice at one and two weeks old. The results were normalized with regard to the mRNA expression of β-Actin (top panel), *GAPDH* (middle panel), or *HPRT1* (bottom panel). Values represent the mean ± SD (one-week-old mice, n = 4; two-week-old mice, n = 5). (B) Quantitive RT-PCR analysis of RASSF9 (top panel), E-cadherin (*CDH1*) (middle panel), and fibronectin (*fn1*) (bottom panel) mRNA expression in the epidermis and dermis of the WT skin at 4-dpp old. The results were normalized to individual reference gene of β-Actin, *GAPDH*, or *HPRT1* (the reference gene is specified at the bottom). The results were normalized with regard to the mRNA expression of β-Actin, *GAPDH*, or *HPRT1*. Values represent the mean ± SD (n = 4). *P<0.05, **P<0.001. (C) Frozen sections of 4-dpp skins were double-stained for RASSF9 (Red) and K1 (Green), with merged signals in yellow. “NC”, negative control, with no incubation in anti-RASSF9 anti-serum; immunostaining procedures for NC were otherwise identical to “anti-RASSF9” panels. Blue, DAPI staining of cell nuclei. Scale bar  = 100 µm. Area in white frame was enlarged to show the RASSF9 location in the WT skin (upper right panel). The relative intensity of RASSF9 in various epidermal layers of WT skin at 4-dpp were normalized to basal-layer signals (lower right panel). Data represent analyses by ImageJ of five individual images from each mouse (n = 3) and are presented as Mean ±SD fold intensity relative to basal layer. *, *P*<0.05. B, basal layer; S, suprabasal layer; G, granular layer. (D) Higher-magnification images of K1 (green) and RASSF9 (red) co-staining in frozen sections of dorsal skins of WT (+/+) and *RASSF9*−/− (−/−) mice. No RASSF9 signal was detected in *RASSF9*−/− epidermis. The dashed white lines denote the epidermis-dermis border. Similar results were obtained from three independent pairs of mice. Scale bar  = 20 µm. Epi, epidermis; Der, dermis.

We further visualized the expression patterns of RASSF9 protein in mouse skin tissues by double immunofluorescence staining of frozen sections using RASSF9- and K1-specific antibodies. Western immunoblot detection of exogenously expressed RASSF9 confirmed the specificity of anti-RASSF9 antiserum (Figure S1). The RASSF9-specific signal was detected throughout the entire epidermis of wild type (WT, +/+) mice at 4-dpp while colocalizing with K1 in the suprabasal layer (Figure 11C; higher-magnification images in Figure 11D). Immunofluorescence signals specific for RASSF9 were not detected in the *RASSF9*−/− skin section, again demonstrating the specificity of the anti-RASSF9 antiserum [Figure 11D; compare +/+ (left panels) with −/− (right panels)]. Quantification of the RASSF9 immunofluorescent intensity using ImageJ software revealed a more prominent expression of RASSF9 in suprabasal layers, compared to that in the basal and granular layers (Figure 11C). *In situ* hybridization with an antisense probe against the *RASSF9* mRNA further confirmed strong and specific expression of *RASSF9* that is prominent in suprabasal layer of normal mouse epidermis (Figure S4).

### RASSF9 affects keratinocyte growth and differentiation *in vitro*

Since RASSF9 is expressed in the proliferating basal and differentiating suprabasal epidermal layers, it may have significant involvement in keratinocyte proliferation and differentiation. Therefore, we isolated primary keratinocytes from *RASSF9*−/− mice and measured their BrdU incorporation. A moderate (1.5-fold) but statistically significant increase in BrdU incorporation (*p*<0.05) was detected in *RASSF9*−/− keratinocytes versus WT keratinocytes, in terms of both extent of BrdU incorporation and the percentage of BrdU-positive cells (Figure 12A). Conversely, re-expression of RASSF9 by infection with the Adv/HA-*RASSF9* recombinant virus inhibited the BrdU incorporation in *RASSF9*−/− keratinocytes (*P*<0.05; Figure 12B). These results show that RASSF9 is involved in suppressing or regulating proliferation of epidermal keratinocytes. As described above, RASSF9 expression was prominent in suprabasal layers of epidermis, and *RASSF9* null mice exhibited aberrant differentiation. These observations prompted us to test whether RASSF9 was actively involved in keratinocyte differentiation. A high concentration of calcium (2 mM) was used to induce the differentiation of primary mouse keratinocytes in culture [10], and two markers, loricrin and filaggrin, were used for evaluation of terminal differentiation. We found that both loricrin and filaggrin were expressed at lower levels in *RASSF9*−/− versus WT keratinocytes, regardless of calcium concentrations and incubation lengths tested (4 days, Figure 12C; 2 days, Figure S5A). In cells cultured in 2 mM calcium for 4 days, the levels of filaggrin and loricrin in *RASSF9*−/− keratinocytes were about two-third and one-third, respectively, of those in WT keratinocytes (Figure 12C). These results suggest that the terminal differentiation process of *RASSF9*−/− keratinocytes is deficient.

**Figure 12:**
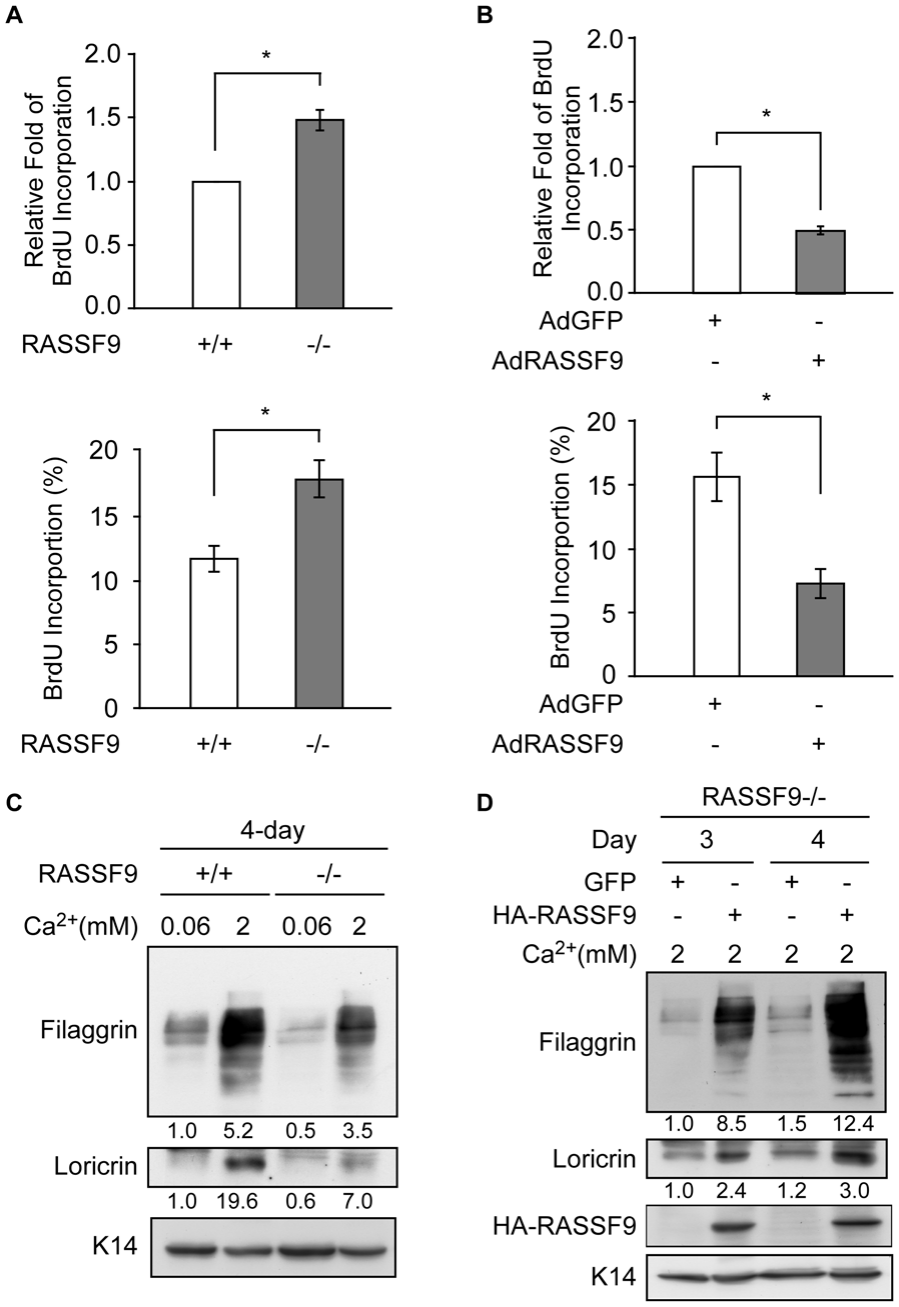
RASSF9 affects keratinocyte proliferation and differentiation. (A, B) RASSF9-mediated proliferation measured by BrdU incorporation using a Cell Proliferation Biotrak ELISA kit (Amersham) and BrdU immunofluorescence. The BrdU incorporation rate was normalized to the amount of input protein or nuclei. Values are shown as fold changes versus the control group or percentage of nuclei presented in top panel and bottom panel, respectively. (A) BrdU incoporation rate was performed in mouse primary keratinocytes after two-day incubation under growth medium. Mean ± SD (n = 3). *, *P*<0.05. (B) BrdU incoporation rate was evaluated from *RASSF9*−/− keratinocytes expressing HA-RASSF9 versus GFP control by adenoviral post transduction on 1 day and then subjected to growth medium for 2 days. Mean ± SD (n = 2). *, *P*<0.05. (C, D) The terminal differentiation of keratinocytes was analyzed by immunoblotting with specific antibodies against filaggrin and loricrin. K14 was used as loading control. Total cell extracts were prepared from mouse primary keratinocytes incubated for the indicated time under condition for growth (0.06 mM calcium) or differentiation (2 mM calcium). The intensity of protein expression was determined as the density of the relevant band normalized to that of the K14 loading control, as determined by ImageQuant 5.1. The resultant values were further normalized to baseline (lane 1 of same blotting) and shown below the images. Similar results were obtained from three independent experiments. (C) Primary *RASSF9*−/− and WT mouse keratinocytes incubated in the indicated medium for 4 days. (D) Primary *RASSF9*−/− keratinocytes transduced with Adv/HA-*RASSF9* or a GFP-expressing control virus and then subjected to differentiation induction for 3 and 4 days. Panel B and D: +/+, wild type; −/−, *RASSF9*−/−.

To confirm that the defects in the induction of terminal differentiation in *RASSF9*−/− keratinocytes were due to the loss of RASSF9, we rescued RASSF9 expression by transducing cells with Adv/HA-*RASSF9*, and examined the differentiation of transduced cells. Our results revealed that filaggrin and loricrin were induced by approximately 8- and 2.5-fold in cells that re-expressed RASSF9 versus those expressing GFP (control), when the cells were cultured under the differentiation-inducing conditions (2 mM calcium) for 3 or 4 days (Figure 12D). Notably, expression induction of filaggrin and loricrin by ectopic RASSF9 expression in *RASSF9*−/− keratinocytes was also observed in growing condition (0.06 mM calcium) for 2 days (Figure S5B), suggesting that RASSF9 expression intrinsically primed cells for initial differentiation independent of calcium levels. Taken together, these findings suggest that RASSF9 is required for proper initiation of keratinocytes differentiation.

### RASSF9 modulates p21Cip1 induction in keratinocytes

To gain insight into the potential involvement of cell-cycle regulation in the RASSF9-mediated growth of keratinocytes, we compared the Affymetrix microarray analysis data of gene expression patterns between *RASSF9*−/− and WT keratinocytes cultured in the growth medium. 

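The arrays compared primary epidermal keratinocytes of neonatal mice, grown as a confluent monolayer in low-calcium keratinocyte serum-free medium. There was 1 WT array and there were 2 *RASSF9*−/− arrays, called *RASSF9*−/− arrays 1 and 2 here. RNA of each sample was hybridized to the Affymetrix GeneChip Mouse Genome 430 2.0 Array, on which sets of short oligonucleotide probes measure each transcript. The methods state the same culture time for every sample, which is 48 h, whereas the deposited sample descriptions give 24 h for WT and 48 h for *RASSF9*−/−. If the descriptions hold, culture time and genotype cannot be told apart. WT and *RASSF9*−/− array 1 share an array date and *RASSF9*−/− array 2 has another.

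The authors deposited MAS5 signals, which are intensities on a linear scale, for every probe set of the array. Each array had a trimmed mean of 500 with 2% removed at each end, so the values were already scaled between arrays. The median signal was 90.8 for WT, 99 for *RASSF9*−/− array 1 and 81.7 for *RASSF9*−/− array 2. The paper names GeneSpring for the analysis, and its general statistics name t-tests. Its text gives no fold change, array threshold or list of transcripts for this experiment. From the deposited signals, log2 values were compared with limma, whose moderated test borrows information on spread across genes. With 1 WT array, the spread within WT was taken to be that of the *RASSF9*−/− pair, and the number of arrays limits the precision. The arrays of that pair have different dates, so their spread may include an effect of date. The test covered 11089 genes, each represented by its brightest probe set. Bacterial control probe sets, which match no mouse transcript, reached a signal of 78.4, and values under it were treated as background. Where an array was in the background, its value was set to that signal and the fold of the geometric mean of the *RASSF9*−/− arrays is given as a lower bound.

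The disrupted gene was lower on both *RASSF9*−/− arrays. Rassf9 has 2 probe sets. The brighter had a signal of 478 for WT, 59.6 for *RASSF9*−/− array 1 and 120 for *RASSF9*−/− array 2, a log2 fold change of -2.50 (standard error 0.67, adjusted p = 0.530 from limma). As *RASSF9*−/− array 1 was in the background, this is at least 4.93-fold lower. The other gave 340 for WT, 68.2 for *RASSF9*−/− array 1 and 76.7 for *RASSF9*−/− array 2. Where these probes lie relative to the deleted intron segment is not known from the deposited annotation. The direction on each array is that of the labelled genotype, although the difference did not pass the adjusted threshold. In the paper, RT-PCR showed loss of the transcript in homozygous tissue (Figure 2C).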

P21Cip1 (*CDKN1A*) was identified among several transcripts shown to be down-regulated in *RASSF9*−/− cells. 

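Cdkn1a, which encodes p21Cip1, had a lower signal on both *RASSF9*−/− arrays than on the WT array, and both of its probe sets showed this. The difference was small and did not pass the test. Most other cyclin-dependent kinase inhibitors measured were also lower on both *RASSF9*−/− arrays, again without passing the test. Genes of DNA replication and mitosis, as groups, had higher signals in *RASSF9*−/− cells, and this shift was present on each *RASSF9*−/− array. It passed the test with a preset correlation between genes and not with an estimated one.

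The brighter Cdkn1a probe set had a signal of 21681 for WT, 15193 for *RASSF9*−/− array 1 and 18707 for *RASSF9*−/− array 2. This is a log2 fold change of -0.36 (standard error 0.32, adjusted p = 1.00 from limma), or -0.51 for *RASSF9*−/− array 1 and -0.21 for *RASSF9*−/− array 2. Signals of the other probe set were 10176 for WT, 6160 for *RASSF9*−/− array 1 and 8389 for *RASSF9*−/− array 2. Of the 11089 genes tested, 2539 genes (22.9%) had a log2 fold change at or below that of Cdkn1a. Ranked by the smaller of the 2 changes, Cdkn1a was number 2051 among the 3628 genes that were lower on both *RASSF9*−/− arrays.

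Among the other Cip/Kip and INK4 inhibitors, the log2 fold change was -0.86 for Cdkn1b, -0.78 for Cdkn2b and -0.32 for Cdkn2d, each lower on both *RASSF9*−/− arrays. The change was larger on *RASSF9*−/− array 2 for Cdkn1b (-0.35 for array 1 and -1.38 for array 2) and Cdkn2b (-0.19 and -1.36). For Cdkn2d it was larger on *RASSF9*−/− array 1 (-0.50 and -0.15). Cdkn2c was -0.73 with the *RASSF9*−/− arrays on opposite sides of WT. Cdkn1c was at least 1.61-fold higher, with a WT signal in the background. Cdkn2a was in the background on all 3 arrays. Over the 6 inhibitors measured, the median log2 fold change was -0.55, with -0.42 for *RASSF9*−/− array 1 and -0.18 for *RASSF9*−/− array 2, and camera, the gene set test of limma, gave an adjusted p = 0.327. Of 25 p53 targets, a list that includes Cdkn1a, 23 were measured. Their median log2 fold change was -0.23 (adjusted p = 0.301 from camera in limma), and Mdm2 was at 0.91. No member of either list passed the test over all genes or adjusted over the list alone.

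The mitosis list had 24 of 30 genes measured, and 23 of them were higher on both *RASSF9*−/− arrays. Its median log2 fold change was 1.80, with 1.29 for *RASSF9*−/− array 1 and 2.52 for *RASSF9*−/− array 2 (adjusted p = 3.07e-19 from camera in limma with a preset correlation between genes, 0.741 with an estimated one). For 14 of the 24 genes the WT signal was in the background, and with background values raised to the bacterial controls the median was 1.38. Cdk1 had a signal of 56.7 for WT, 503 for *RASSF9*−/− array 1 and 1033 for *RASSF9*−/− array 2, which is at least 9.20-fold higher. Mki67 was at least 4.30-fold, Birc5 at least 4.56-fold and Bub1 at least 3.02-fold higher. No gene of this list passed the test over all genes, and 9 did when adjusted over the list alone. With quantile normalization 6 did, and with background values raised 2 did.

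For DNA replication and G1/S, 29 of 33 genes were measured and 26 were higher on both *RASSF9*−/− arrays. The median log2 fold change was 0.73, with 0.64 for *RASSF9*−/− array 1 and 1.06 for *RASSF9*−/− array 2 (adjusted p = 2.29e-13 from camera in limma, 0.741 with an estimated correlation). Mcm5 had a signal of 167 for WT, 946 for *RASSF9*−/− array 1 and 1713 for *RASSF9*−/− array 2, a log2 fold change of 2.93 (standard error 0.51), and passed the test when adjusted over the list alone but not over all genes. The same held for 6 other genes, among them Gins1 at least 3.17-fold, Pola1 at least 3.11-fold and Cdc6 at least 2.40-fold higher. All 7 calls were lost with quantile normalization and with background values raised to the bacterial controls. Pcna was at 0.38 (standard error 0.32) and did not pass. With the correlation estimated from these arrays, which leave 1 residual degree of freedom for it, no list passed. The smallest unadjusted p of any list was then 0.128 from camera, so this version cannot decide whether a list shifted.

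Across all genes, 9 genes were higher and 0 lower at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 345 genes were higher and 270 lower. The 9 genes were the chemokines Cxcl1, Cxcl2, Cxcl3, Cxcl5 and Cxcl10, the lysozymes Lyz1 and Lyz2, the cornified-envelope gene Sprr2d and the peptide gene Calcb, and the WT signal of 6 of them was in the background. None of them passed with quantile normalization, without the intensity trend in limma, or with background values raised to the bacterial controls. By size alone, 248 genes were at least 2-fold lower and 320 at least 2-fold higher on both *RASSF9*−/− arrays. Simulated arrays with no change gave a median of 251 lower (218 to 290) and 254 higher (219 to 301), since both differences share the WT array. Spread in this design comes from the *RASSF9*−/− pair, whose arrays differ in date. Whether that raised the simulated counts was not tested. The higher count was 295 after division of each array by its median, 253 with background values raised to the bacterial controls and 236 with a pseudocount of 32 (337 with quantile normalization), and the simulations were run with none of these.

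Among the 12 transcripts that were lower by the most, ranked by the smaller of the changes on the 2 *RASSF9*−/− arrays, were Dsc1 and Lgals7, genes of the spinous layer. Krt79 had a signal of 3645 for WT, 67.6 for *RASSF9*−/− array 1 and 121 for *RASSF9*−/− array 2. Its log2 fold change was -5.33 (standard error 0.57, adjusted p = 0.0691 from limma), which with *RASSF9*−/− array 1 in the background is at least 37.5-fold lower. Fads2b was at least 11.0-fold lower. Pinlyp was at -3.97, Akr1c18 at -3.46, Serping1 at -3.21, Car12 at -3.14, Cpm at -3.09 and Teddm3 at -3.07. Orm1 was at least 6.51-fold and Reps2 at least 4.88-fold lower, with both *RASSF9*−/− signals in the background. The paper states that p21Cip1 was among the transcripts lower in these cells, and it then measured the protein by Western blot (Figure 13A). It also reports less p21Cip1 mRNA in *RASSF9*−/− skin by QRT-PCR (Figure S9).

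**Figure D1:**
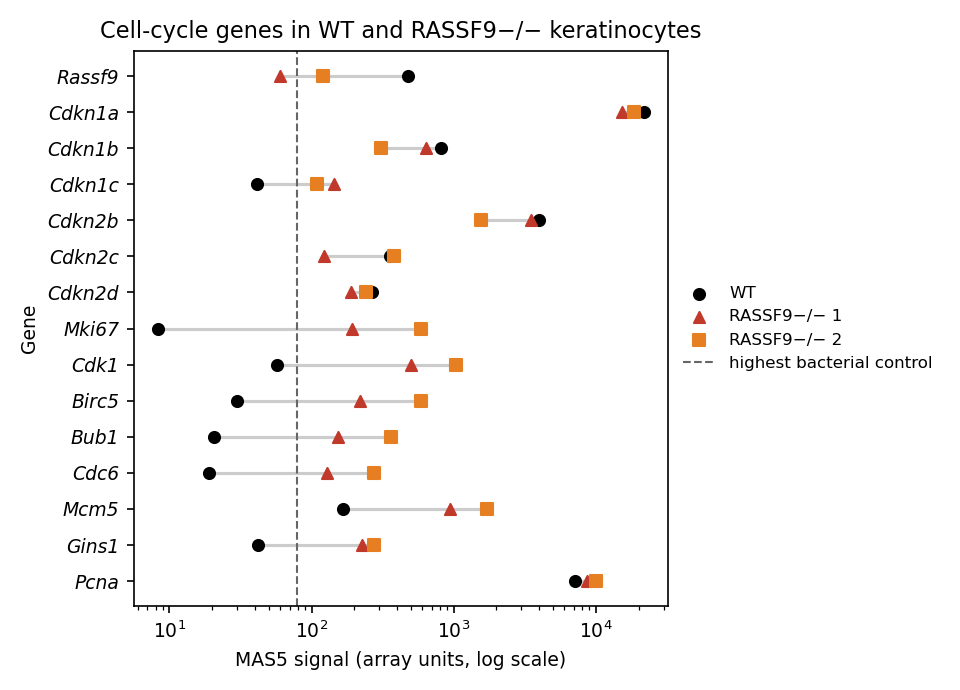
MAS5 signal (array units, log axis) of Rassf9, cyclin-dependent kinase inhibitors and cell-cycle genes, with 1 marker per array and a dashed line at the highest bacterial control (78.4). The *RASSF9*−/− markers of Mki67, Cdk1, Birc5, Bub1, Cdc6, Mcm5 and Gins1 lie to the right of WT, and those of Cdkn1a lie close to WT on its left.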

The protein is a potent inhibitor of cyclin-dependent kinases and is known to be a key checkpoint protein for the transition of keratinocyte growth/differentiation [20]. To test whether the expression levels of p21Cip1 varied in keratinocytes cultured under growth (0.06 mM calcium) or differentiation-inducing (2 mM calcium) conditions, we examined p21Cip1 expression by Western blot analysis. Although the p21Cip1 level was significantly lower in *RASSF9*−/− keratinocytes compared to WT keratinocytes when cells were cultured in the growth medium (0.06 mM calcium) for 2 or 4 days (approximately 60% and 50% of WT, respectively; Figure 13A), this difference gradually decreased when cells were cultured in the differentiation-inducing medium (2 mM calcium) from day 2 to day 4 (from 75% to 0%; Figure 13A). After 4 days of culture in the high-calcium medium, the cells further progressed toward the terminal differentiation stage; this was accompanied by a dramatic reduction of p21Cip1 protein levels in both *RASSF9*−/− and WT keratinocytes (Figure 13A, right panel). High calcium induces terminal differentiation of keratinocytes that is coincident with a more dramatic reduction of p21Cip1 [21], which can be used as an indicator of progression of keratinocytes toward terminal differentiation in this study. Thus, these results suggest that RASSF9 affects p21Cip1 expression primarily in keratinocytes that are at the stages of growth or early differentiation. To further test whether RASSF9 can modulate p21Cip1 expression in keratinocytes as they progress from growth to differentiation, we maintained in low-calcium condition *RASSF9*−/− keratinocytes transduced to express recombinant RASSF9. RASSF9 expression significantly induced p21Cip1 expression by 2.3-fold on day 1, but the fold-change diminished thereafter over time (Figure 13B). However, p21Cip1 induction in RASSF9-re-expressing *RASSF9*−/− cells did not occur under differentiation-inducing condition (Figure 13C). These results further support the hypothesis that RASSF9 affects p21Cip1 expression primarily in growth-phase or early-differentiating keratinocytes. Taken together, these findings strongly suggest that the reduction of p21Cip1 in *RASSF9*−/− keratinocytes potentially form the basis for the cellular hyperproliferation observed in the epidermis of *RASSF9*−/− mice.

**Figure 13:**
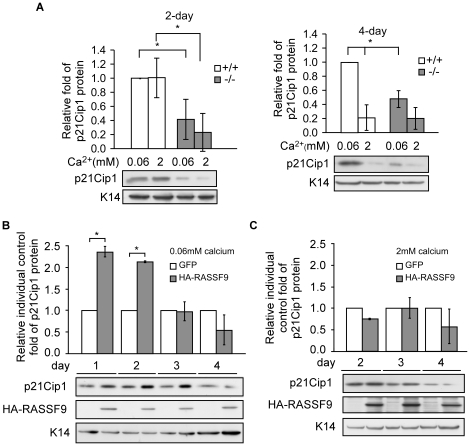
The effect of RASSF9 on p21Cip1 expression in keratinocytes. (A) *RASSF9*−/− and WT mouse keratinocytes were cultured in growth (0.06 mM calcium) and differentiation-inducing (2 mM calcium) medium for 2 days (left panel) and 4 days (right panel) prior to lysis and immunoblotting with the indicated antibody. K14-normalized intensity of p21Cip1 protein signal was determined by ImageJ software. The results were further normalized to baseline control (lane 1 of same blotting) and shown on the top of blot images. Mean ± SD (n = 3). *, *P*<0.05; +/+, wild type; −/−, *RASSF9*−/−. (B) Expression by transduction of HA-RASSF9 or GFP as negative control in *RASSF9*−/− cells under the growth condition (0.06 mM calcium) was examined for indicated time points. Immunoblotting and data analysis were performed as described in (A). Fold intensities relative to respective GFP controls are shown on the top of blot images. Mean ± SD (n = 2). *, *P*<0.05. (C) Re-expression of RASSF9 in *RASSF9*−/− cells under differentiation-inducing condition. Recombinant adenovirus infection, cell-lysate harvesting, immunoblotting and data analysis were performed as described in (B), except cells were subsequently incubated in 2 mM calcium medium for 2, 3 and 4 days on post transduction. Mean ± SD (n = 3).

## Discussion

The N-terminal (NT) RASSF protein family is an evolutionarily conserved group that has orthologs in the lower vertebrate, *Xenopus*, and the invertebrate, *Drosophila* [1], [4]; these genes are believed to potentially function in development. We first found that RASSF9 was predominately expressed in the stratified epithelium, where its function appeared to be linked to epidermal homeostasis. Indeed, absence of RASSF9 expression resulted in atypical histological architecture of the skin of *RASSF9*−/− mice, characterized by changes in thickness of histological architecture and abnormal development of hair follicles. In addition, aberrant distributions of various keratin markers for different stages of keratinocyte differentiation was observed in *RASSF9*−/− skin, indicating an inability to maintain a regulated program of epidermis development.

The stratum corneum can provide a mechanical barrier to protect the body from the environmental damage and dehydration; maintenance of epidermal development and homeostasis is thus critical for its proper function. The various anomalies observed in the skin of neonatal *RASSF9*−/− mice may therefore culminate in defective skin barrier function. In fact, assessment of skin permeability using the toluidine blue penetration assays showed that approximately 17% of heterozygous pups and 40% of homozygous pups exhibited moderately increased dye permeability of skin with a punctuated distribution of blue spots in *RASSF9*−/− mice versus WT control suggesting slightly compromised skin barrier for the *RASSF9*-deficient mice (Figure S6). In vitro study of the role of RASSF9 in epidermal keratinocyte proliferation and differentiation found that *RASSF9*−/− keratinocytes exhibited diminished or delayed response to differentiation induction by high calcium concentration, with attendant preference for hyperproliferation. Furthermore, adenovirus-mediated re-expression of RASSF9 could overcome those defects of the observed block in the terminal differentiation or hyperproliferation of *RASSF9*−/− cells. Based on these findings, we conclude that RASSF9 is critical for the regulation of skin epithelial proliferation and differentiation. To our knowledge, this is the first direct observation of the novel role of RASSF9 in maintaining homeostasis of cellular proliferation and differentiation.

Although the RASSF9-knockout mice strain was generated by a transgenic insertion of the open-reading frame of an exogenous recombinant gene—EBV LMP-1—we believe that gene silencing by an intron disruption is not implausible. Various intronic regulatory elements have been found to be critical for regulation of gene expression [22], [23], [24], [25], [26]. In addition, the 7.2-kb intron sequence replaced by the transgenic insertion contains a 150-bps long sequence of purine-rich guanine-adenosine (GA) repeats possibly required for proper splicing of the primary transcript [27]. Indeed, we have consistently detected no presence of RASSF9 mRNA or protein expression in *RASSF9*−/− tissues. At the same time, neither mRNA transcripts of the LMP-1 transgene or its protein product was present at detectable level for the length of time frame in which the experiments were performed. Moreover, overexpression of LMP-1 alone by in vitro transduction of primary keratinocytes at a level drastically greater than the observed level in tissue samples resulted in no altered filaggrin expression levels (Figure S7). Even as it is likely that abrogated RASSF9 expression directly contributed to the observed phenotypes, the link between RASSF9 and the observed phenotypes may well be conclusively established by targeted knockout of the RASSF9 allele.

The *RASSF9*−/− mouse line showed rapid death at two weeks old, and the histological analysis revealed a severe defect of pulmonary alveoli occurrence, marked by deficient septation of saccules that results in reduced number of alveolar sacs whose size are however grossly enlarged, as well as significant thickening of alveolar epithelium (Figure S8). Thus, RASSF9 was crucial for the maturation of organogenesis. The defective lung development of the *RASSF9*−/− mice is likely the major causality of their failure to thrive and premature death. Unexpectedly, we also observed a slight decrease in the survival rate of WT mice progeny of a heterozygous mother (+/−) before weaning that may be attributed to cachexia of the heterozygous mother versus healthy WT mother mice (Figure 1C). Consistent with this phenomenon, we observed normal pups born from the WT mother with a normal survival rate (data not shown).

The terminal differentiation marker, filaggrin, which is normally expressed in the epidermal granular layer of WT skin, was detected in multiple layers in *RASSF9*−/− mice skin (Figure 10). However, *in vitro*-cultured *RASSF9*−/− keratinocytes were found to have significant defects or delays in terminal differentiation. This discrepancy could be explained by *RASSF9*−/− cells having an unusual proliferative capacity *in vivo*, which might cause multiple granular layers in epidermis by cell accumulation with a characteristic of delayed differentiation.

RASSF9 is expressed throughout the entire epidermis of WT skin, which consists of the basal layer of growing keratinocytes and the suprabasal layer of differentiating keratinocytes (Figure 11C and D; Figure S4). This further supports our contention that RASSF9 plays a critical role in epidermal homeostasis. We showed that the re-expression of RASSF9 in *RASSF9*−/− keratinocytes could induce p21Cip1 expression and reduce DNA synthesis. Indeed, quantitative analysis of p21Cip1 (*CDKN1A*) mRNA expression in mouse skin tissue by QRT-PCR revealed a general decrease of p21Cip1 mRNA in the skin of *RASSF9*−/− mice (Figure S9). Additionally, we also attempted to determine the protein level of p21Cip1 in skin tissue by Western blot, but p21Cip1 protein was not detectable in skin tissue by this method because of less p21Cip1 protein and high nonspecific mask in there. Previous studies have shown that p21Cip1 inhibits DNA replication by associating with cyclin-CDK and binding to PCNA via two distinct functional domains [28], [29]. Reduced p21Cip1 expression, observed in *RASSF9*−/− keratinocytes and skin, is thus likely to contribute to their hyperproliferation. Consistent with this hypothesis, we found that the endogenous levels of *RASSF9* mRNA were initially induced when keratinocytes were exposed to a calcium concentration of 2 mM (differentiation-inducing conditions) for 1 day, but were thereafter reduced as differentiation progressed (Figure S10). Additional attempts to determine endogenous RASSF9 protein expression in keratinocytes and tissues by immunoblot were inconclusive. Nevertheless, we were able to confirm differential RASSF9 expression in skin tissues by other means of biochemistry and immunohistochemistry as described above. These findings suggest that *RASSF9* gene induction is required for triggering keratinocyte growth arrest that facilitates subsequent differentiation.

Although RASSF9 null expression resulted in diminished filaggrin expression indicative of altered or delayed terminal differentiation in mouse primary keratinocytes, the disruption of a single allele (*RASSF9*+/−) was not sufficient to yield this characteristic (Figure S11). Notably, however, heterozygous (*RASSF9*+/−) mice showed signs of haploinsufficiency, with milder versions of the syndromes seen among the *RASSF9*−/− homozygotes (Figure 1A–C). Although overexpression of RASSFF9 by adenoviral transduction in *RASSF9*−/− keratinocytes efficiently rescued filaggrin expression at low multiplicity of infection (MOI = 5), increasing dosages of RASSF9 beyond 5 MOIs were not able to further enhance the filaggrin expression in *RASSF9*−/− keratinocytes (Figure S12A). Additionally, overexpression of RASSF9 by adenoviral transduction in WT (*RASSF9+/+*) mice keratinocytes also did not result in induction of filaggrin expression under high-calcium condition (Figure S12B). This saturating nature of RASSF9-induced filaggrin expression in mouse primary keratinocytes implies a limit on dependence of filaggrin induction on RASSF9, the intrinsic expression level of which is both necessary and sufficient for normal pattern of filaggrin expression. These findings indicate a possibility that RASSF9 may play an important, decisive role in facilitating the initiation of keratinocyte differentiation, rather than reinforcing it.

While we observed altered proliferations and attendant anomalies in keratinocyte differentiation of *RASSF9*−/− tissues and cells in vitro and in vivo, the question remains on the precise nature of the alteration. It remains possible that RASSF9 deficiency results in altered preference for proliferation without damaging the machinery required for initiation and maintenance of the keratinocyte differentiation program, and the observed changes in selected differentiation markers such as filaggrin and loricrin represent the effect of this altered preference. Regardless, it is apparent that RASSF9 directly or indirectly enforces entry of keratinocyte differentiation, and in its absence cells fail to respond properly to signals such as high calcium concentration, which is recognized as an inducer of keratinocyte differentiation [30], [31], [32], [33]. Indeed, in addition to p21Cip1, our preliminary microarray analysis of the gene expression profile of *RASSF9*−/− keratinocytes hint at possible alteration of pathways known to be involved in epidermis development and keratinocyte differentiations. 

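Early differentiation genes of the spinous layer had lower signals in *RASSF9*−/− keratinocytes as a group, mainly on *RASSF9*−/− array 1, and none of those measured was higher on both *RASSF9*−/− arrays. Genes of the granular layer and the cornified envelope shifted as a group on each array, down on *RASSF9*−/− array 1 and up on *RASSF9*−/− array 2. Some were lower on both *RASSF9*−/− arrays, a few were higher, and most moved in opposite directions on the 2 *RASSF9*−/− arrays. The basal keratin genes Krt14 and Krt5 had high signals on every array, in a range where a change may not show. Notch pathway genes had lower signals as a group. The group shifts passed the test with a preset correlation between genes and not with an estimated one. The estimate rests on 1 residual degree of freedom, so its failure cannot decide, and the passing result rests on an assumed correlation.

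Of 18 spinous genes, 14 were measured, and 7 were lower on both *RASSF9*−/− arrays. The median log2 fold change was -0.59 (adjusted p = 6.22e-05 from camera in limma, 0.741 with an estimated correlation), but the arrays differed, with -1.37 for *RASSF9*−/− array 1 and -0.05 for *RASSF9*−/− array 2. Dsc1, a desmosomal cadherin, had a signal of 1117 for WT, 39.7 for *RASSF9*−/− array 1 and 89.4 for *RASSF9*−/− array 2, which is at least 13.3-fold lower (adjusted p = 0.257 from limma). Lgals7 had signals of 8189 for WT, 256 for *RASSF9*−/− array 1 and 1001 for *RASSF9*−/− array 2, and Dsg1a had 2688, 138 and 647. These 3 genes passed the test when adjusted over the list alone (2 with quantile normalization), and none did over all genes. Krt10 signals were 397 for WT, 339 for *RASSF9*−/− array 1 and 531 for *RASSF9*−/− array 2. Krt1 was too dim for the test, with 440 for WT against background on both *RASSF9*−/− arrays, which is at least 5.61-fold lower.

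For the granular layer and cornified envelope, 39 of 51 genes were measured. Of these, 10 were lower on both *RASSF9*−/− arrays, 6 were higher on both and 23 went both ways. The median was -1.28 for *RASSF9*−/− array 1, at percentile 0 of random lists, and 0.65 for *RASSF9*−/− array 2, at percentile 100. For both together it was -0.22 (adjusted p = 0.443 from camera in limma). The median difference of *RASSF9*−/− array 2 from *RASSF9*−/− array 1 was 1.89. The paper reports less filaggrin and loricrin protein in *RASSF9*−/− keratinocytes at each calcium concentration tested (Figure 12C, Figure S5A). Filaggrin (Flg) had a signal of 589 for WT, 53.1 for *RASSF9*−/− array 1 and 570 for *RASSF9*−/− array 2. Loricrin (Lor) had 796 for WT, 328 for *RASSF9*−/− array 1 and 2130 for *RASSF9*−/− array 2. Involucrin (Ivl) was lower on both, with 5062 for WT, 1791 for *RASSF9*−/− array 1 and 1822 for *RASSF9*−/− array 2. Its log2 fold change was -1.49 (standard error 0.34, adjusted p = 0.372 from limma). Scel was at -2.91 and Klk5 at -2.29, and both passed with Ivl when adjusted over the list alone. In the other direction, Sprr2d had signals of 498 for WT, 15040 for *RASSF9*−/− array 1 and 16294 for *RASSF9*−/− array 2, and it was the only gene of this list past the test over all genes (adjusted p = 0.0142 from limma). Sprr2d belongs to a family of near-identical genes, and its signal is uncertain for that reason. Lce1h, also of such a family, was at 2.65 and passed when adjusted over the list alone.

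Among 17 basal genes, 15 were measured, with a median log2 fold change of -0.08 (adjusted p = 0.232 from camera in limma) and no gene past the test. The arrays differed, with -0.32 for *RASSF9*−/− array 1, at percentile 0.22 of random lists, and 0.01 for *RASSF9*−/− array 2, at percentile 40.9. Krt14 signals were 38140 for WT, 38752 for *RASSF9*−/− array 1 and 38300 for *RASSF9*−/− array 2, and Krt5 was at -0.17. These signals are high in the range of the arrays, where a change may not show, and Krt15 was not measured. Trp63 was at -1.11 and did not pass the test. Of 20 activated and wound genes, 18 were measured and the median was 0.18 (adjusted p = 0.343 from camera in limma). That median was smaller on the single arrays, with 0.04 for *RASSF9*−/− array 1 and 0.09 for *RASSF9*−/− array 2. Krt6a was at -0.12, with signals of 39762 for WT, 34433 for *RASSF9*−/− array 1 and 38789 for *RASSF9*−/− array 2. These lie in the range of Krt14, so a change of Krt6a may not show either. Krt6b had 18241 for WT, 5999 for *RASSF9*−/− array 1 and 6403 for *RASSF9*−/− array 2, a log2 fold change of -1.56. Krt6b was lower and Il1a, at 2.60, was higher when adjusted over the list alone, and Krt6b was not without the intensity trend.

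In the Notch pathway, which takes part in the switch of keratinocytes to differentiation, 10 of 13 genes were measured, 6 of them lower on both *RASSF9*−/− arrays and none higher. The median was -0.51 (adjusted p = 0.00132 from camera in limma, 0.741 with an estimated correlation). For *RASSF9*−/− array 1 alone it was -0.55 and for *RASSF9*−/− array 2 alone -0.79. Notch1 was at -1.10, Notch3 at -1.33, Heyl at -1.25 and Nrarp at -2.15, and no gene passed the test over all genes or adjusted over the list alone.

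Junction genes had a median of -0.17 with 19 of 24 measured (adjusted p = 0.285 from camera in limma). This was at percentile 3.22 of random lists, inside their central 95%. The junction median was -0.27 for *RASSF9*−/− array 1, at percentile 0.505, and -0.24 for *RASSF9*−/− array 2, at percentile 1.40. With the mean of probe sets, the junction median for both together was -0.45. Cdh1 was at -0.08, Cldn7 at 1.85 and Dsc3 at -1.07. The 12 of 29 hair follicle genes measured had a median of -0.16 (adjusted p = 0.281 from camera in limma), which came to 0.00 with background values raised to the bacterial controls, with Hoxc13 at least 2.64-fold lower and Foxn1 at -1.36. The hair follicle median was -0.42 for *RASSF9*−/− array 1 and -0.06 for *RASSF9*−/− array 2. Of 25 ERK outputs and immediate-early genes, 23 were measured, with a median of -0.01 (adjusted p = 0.671 from camera in limma) and a mean of 0.02, and the median was above 0 after division of each array by its median, without the filter and with the filter at the 75th percentile. Ccnd1, at 1.82, was higher when adjusted over the list alone, though not after division by the array median or without the intensity trend, and Egr1 was at -1.63. All 12 YAP targets were measured, with a median of 0.01 (adjusted p = 0.443 from camera in limma) and Ankrd1 at 2.37. In these 4 lists no gene passed over all genes. Beside p21Cip1, the paper takes from its microarray comparison, which it calls preliminary, a hint of a possible change in pathways of epidermis development and keratinocyte differentiation.

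**Figure D2:**
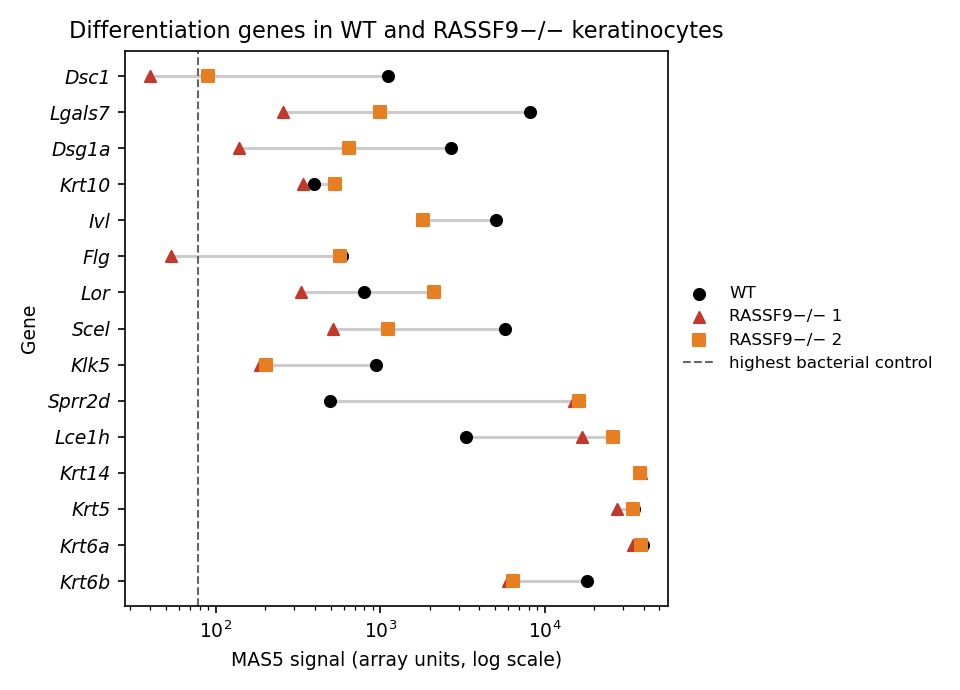
MAS5 signal (array units, log axis) of differentiation and keratin genes, with 1 marker per array and a dashed line at the highest bacterial control (78.4). Both *RASSF9*−/− markers lie to the left of WT for Dsc1, Lgals7, Dsg1a, Ivl, Scel, Klk5 and Krt6b and to the right for Sprr2d and Lce1h, while those of Flg and Lor lie far apart.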

Further study would be necessary to delineate the exact mechanism by which RASSF9 governs the pathways and factors, including p21Cip1, that are required in concert for proper initiation of keratinocyte differentiation.

Taken together, our main findings with regard to RASSF9 in keratinocyte growth and differentiation can be summarized as follows: 1) *RASSF9* mRNA induction in WT keratinocytes was seen at the early stage of differentiation. 2) Overexpression of RASSF9 in *RASSF9*−/− keratinocytes can overcome the defects of differentiation program. 3) Overexpression of RASSF9 in *RASSF9*−/− keratinocytes inhibited hyperproliferation of the cells, which that linked to p21Cip1 induction under early growth conditions. The expression of p21Cip1 is known to be increased in cell populations adjacent to proliferation compartments (i.e., cells that are poised to differentiate). Furthermore, the protein is believed to be an important, p53-independent regulator of differentiation-associated growth arrest [20], [34], [35], [36].

RASSF9 has been reported to associate with Ras proteins [7]. Ras proteins mediate multiple cellular functions, including cell proliferation, differentiation, survival, and apoptosis [37]. Overexpression of Ras in the suprabasal epidermis or skin equivalent has been reported to disrupt normal stratification, induce cell invasion and proliferation, and trigger the development of skin tumors [38], [39], [40]. Additionally, Ras may be associated with the morphology, spreading, growth, and differentiation of keratinocytes [41], [42], [43], [44]. However, high calcium-induced keratinocyte differentiation has been associated with down-regulation of Ras activity during the early stage of differentiation [45]. As we have observed that RASSF9 is transiently induced when 2 mM calcium is used to induce differentiation among keratinocytes, it would be interesting in the future to examine whether RASSF9 binds to endogenous Ras protein targets in keratinocytes under high-calcium treatment, leading to the attenuation of Ras activity during early differentiation in these cells.

Based on our present findings, we propose a dynamic model of RASSF9 equilibration in keratinocytes at different differentiation stages (Figure 14). In this model, the profile of the endogenous *RASSF9* gene expression is similar to that of the p21Cip1 expression with a dual pattern in primary keratinocyte differentiation, which was up-regulated by raising calcium to trigger early differentiation, but down-modulated in keratinocytes under terminal differentiation. Furthermore, we suggest that RASSF9 induces p21Cip1 expression in keratinocytes, which are then transitioned from the proliferative compartment to the growth-arrested early differentiation layer, where p21Cip1 functions in early differentiation-related growth arrest (Figure 14A). Conversely, the lack of RASSF9 expression in *RASSF9*−/− mice means that p21Cip1 expression is not sufficiently up-regulated in keratinocytes progressing to early differentiation, allowing these keratinocytes to escape from cell-cycle withdrawal and potentially accounting for the epidermal hyperplasia observed in these mice (Figure 14B).

**Figure 14:**
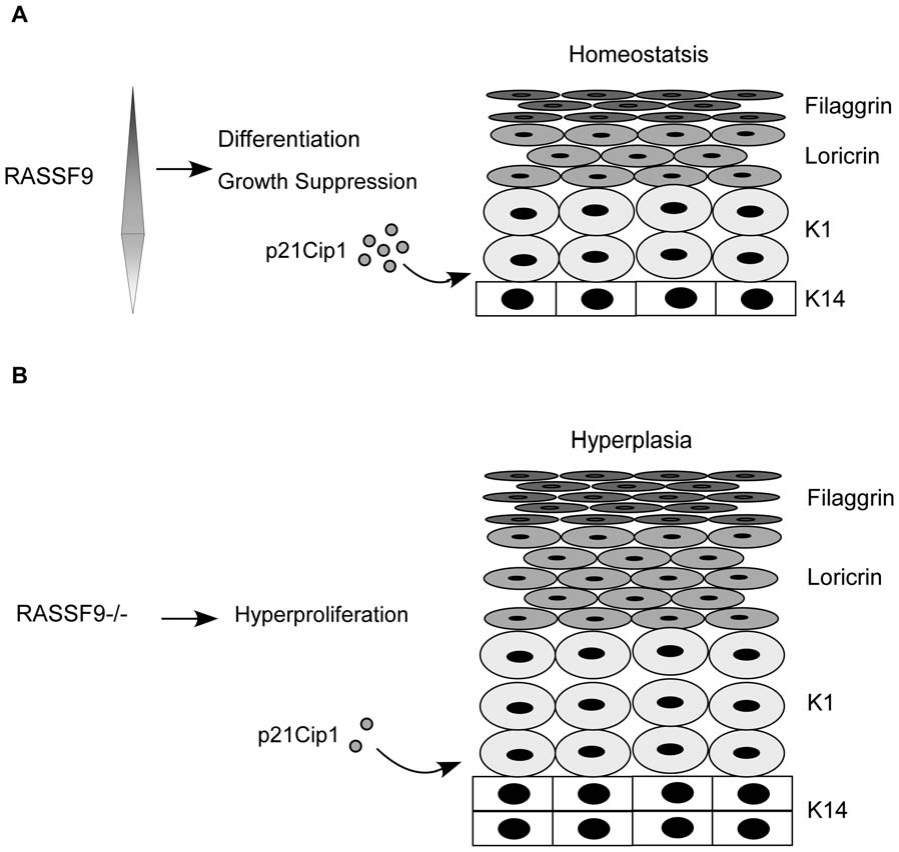
Schematic model of RASSF9-mediated maintenance of epidermal homeostasis through p21Cip1 in keratinocyte growth and differentiation. (A) In WT keratinocytes, RASSF9 expression is induced in cells progressing through early differentiation, but decreases thereafter as cells approach terminal differentiation. RASSF9 induces p21Cip1 expression in keratinocytes during growth and early differentiation, which may mediate in differentiation-related growth arrest. (B) A scheme illustrating that down-regulation of p21Cip1 expression, due to the loss of RASSF9 signaling in post-mitotic cells adjacent to the proliferation compartment, leads to the escape of keratinocytes from cell-cycle withdrawal and their subsequent proliferation.

## Supporting Information

Figure S1 **Specificity of rabbit anti-RASSF9 antiserum.** *RASSF9*−/− primary keratinocytes were transduced with Adv/GFP (GFP) or Adv/HA-RASSF9 (HA-RASSF9) at indicated MOI and incubated in low (−, 0.06 mM) or high (+, 2 mM) calcium ion (Ca^2+^) concentration. Protein lysates of transduced cells were subjected to SDS-PAGE and Western immunoblot using the RASSF9-specific rabbit antiserum generated as described in Materials and Methods at a dilution of 1∶1000. The membrane was reprobed for Keratin-14 (K14) as loading control. In both calcium conditions a major band near 60 kDa, the approximate size of HA-RASSF9, was detected by anti-RASSF9 antiserum only for cells transduced with Adv/HA-RASSF9. The molecular weights of the protein size markers labeled to the right of the blot are, starting at the top, 170, 130, 100, 70, 55, 40, 35, 25, 15 kDa.
(TIF) Click here for additional data file.

Figure S2 **LMP-1 and RASSF9 gene expressions in LMP-1 transgenic mice.** (A) Skin tissue RNA samples of heterozygous and homozygous transgenic mice of 1 day post-partum (dpp; n = 5) and 4 dpp (n = 3) were subjected to RT-PCR for amplification of *LMP-1* and *RASSF9* transcripts. Separately, mouse genotyping was done by PCR of tail DNA using the specific primers for the detection of *LMP-*1 transgene insertion and *RASSF*9 intron deletion. In the cDNA samples of both heterozygotes (1-dpp: Tg-1 and Tg-2; 4-dpp: Tg-6 and Tg-7) and homozygotes (1-dpp: Tg-3 – Tg-5; 4-dpp: Tg-8) no *LMP*-1 transcript was detected. *RASSF9* transcript and the deleted intron sequence targeted by the transgene insertion had been lost in the homozygote samples. For the cDNA samples, NIH-3T3 cells overexpressing full-length LMP-1 and skin tissue of WT mice at 7 dpp were used as positive controls of *LMP-1* and *RASSF9* transcriptions, respectively. Tail genomic DNA extracts of genotyping-confirmed heterozygous mice were used as positive control of presence of both *LMP-*1 transgene insertion (“LMP-1”) and transgene-replaced intron deletion of RASSF9 (“del”). β-Actin was used as internal control. (B) Protein expressions of LMP-1 in LMP-1 transgenic mice at two weeks old were examined by immunoblot with anti-LMP-1 antibody. In both WT mice and the two transgenic mouse lines, Tg1 and Tg2, no LMP-1 protein expression was detected. The asterisk (*) denotes the founder mouse line subsequently used for the experiments reported in this study. 293T cells transfected with LMP-1 expression plasmid constructs pT7(E) and Δ94 [46], [47], and B95-8, the EBV-infected marmoset B-lymphoblastoid cell line [48], were used as positive controls of LMP-1 protein expression. The blot was reprobed for β-Actin as protein loading controls.
(TIF) Click here for additional data file.

Figure S3 **Histological abnormalities in** ***RASSF9*** **−/− skin.** Masson's trichrome staining of skin sections from two-week-old mice. The dashed yellow lines denote the epidermis-dermis and dermis-adipose borders. Similar results were obtained from three independent pairs of mice. The black dashed line-framed areas are enlarged in the panels on the right. Scale bar  = 100 µm. Epi, epidermis; Der, dermis; Adi, adipose.
(TIF) Click here for additional data file.

Figure S4 ***In situ*** **hybridization of** ***RASSF9*** **mRNA in the dorsal skin of mice.** Skin cryosection of two-week-old mice were fixed in paraformaldehyde for in situ hybridization assay. Top right panel: a positive brown signal was developed using an antisense probe against the mRNA for *RASSF9* in WT mice. Top left panel: a sense probe was used as a negative control; no signal was detected in WT mice. Bottom panel: no signal was detected in *RASSF9*−/− mice, irrespective using a sense probe (left) or antisense probe (right), which further confirmed the probe specificity in this system. Similar results were obtained in two independent experiments. Arrow, positive signal in WT epidermis. Scale bar  = 100 µm; +/+, wild type; −/−, *RASSF9*−/−.
(TIF) Click here for additional data file.

Figure S5 **RASSF9 mediates the terminal differentiation of keratinocytes.** (A) The terminal differentiation of *RASSF9*−/− (−/−) versus WT (+/+) mouse keratinocytes was analyzed by immunoblotting with specific antibodies against filaggrin and loricrin. K14 was used as the loading control for keratinocytes. Total cell extracts were prepared from mouse primary keratinocytes incubated for 2 days under growth (0.06 mM calcium) or differentiation-inducing (2 mM calcium) conditions. The intensity of protein expression was determined as the density of the relevant band normalized with respect to that of the K14 loading control; the analysis was performed using the ImageQuant 5.1 software, and the results are shown below the panel. (B) Re-expression of RASSF9 in primary *RASSF9*−/− keratinocytes. Primary *RASSF9*−/− keratinocytes were infected with Adv/HA-*RASSF9* or a GFP-expressing control virus for 24 hr in low-calcium medium, and then switched to fresh growth (0.06 mM calcium) or differentiation-inducing (2 mM calcium) medium for 2 days. The expression levels of the terminal differentiation markers were detected as described in (A). Similar results were obtained in three independent experiments. +/+, wild type; −/−, *RASSF9*−/−.
(TIF) Click here for additional data file.

Figure S6 ***RASSF9*** **−/− mice with a moderate impairment of skin barrier.** Skin permeability assays on *RASSF9*−/− and control newborn pups were performed by toluidine blue dye-penetration assays. *RASSF9*−/− pups showed moderate impaired skin barrier in *RASSF9* deficient pups (−/−), which exhibited slight increase in dye penetration with a punctuated distribution as compared with that of the WT control (+/+). Bottom panel was the enlarged image of *RASSF9*−/− mice marked by * shown in the top panel. Red arrows, signals of dye-penetration; +/+, wild type; +/−, *RASSF9*+/−; −/−; RASSF9 −/−.
(TIF) Click here for additional data file.

Figure S7 **Overexpression of LMP-1 could not reduce the filaggrin expression.** (A) Normal mouse primary keratinocytes were infected with adenoviral vectors encoding LMP-1 or GFP at MOI's = 5 or 10 in low-calcium concentration (0.06 mM) for one-day infection, followed by incubation for 4-day in high-calcium medium (2 mM) as previously described prior to lysis and Western immunoblotting. (B) Intensity measurements of the filaggrin bands. Data represent two separate blots. No statistical differences in band intensities were detected.
(TIF) Click here for additional data file.

Figure S8 **Histological abnormalities in developing** ***RASSF9*** **−/− lung.** H&E staining of lung sections of mice at two weeks old. The *RASSF9*−/− lung (−/−) exhibits stunted progress of saccule septation versus WT lung (+/+), with grossly enlarged alveoli. In the panels of *RASSF9*−/− section noticeable thickening of pulmonary alveolar epithelium can be observed (asterisks, *). (A) Low-magnification views of pulmonary alveoli. Scale bar  = 200 µm; (B,C) High-magnification views of pulmonary alveoli. Scale bar  = 40 µm.
(TIF) Click here for additional data file.

Figure S9 **Decrease of p21Cip1 (** ***CDKN1A*** **) mRNA in** ***RASSF9*** **−/− skin.** Total RNA of mice skins were extracted by TRIzol reagent, and used to determine the mRNA level of p21Cip1 in mouse skin tissue by QRT-PCR using p21Cip1 gene-specific primers followed by normalization with regard to the mRNA expression of the reference gene: (A) β-Actin, (B) *GAPDH* and (C) *HPRT1*. Mean ± SD (n = 3, per genotypes); *, *P*<0.05; +/+, wild type; −/−, *RASSF9*−/−.
(TIF) Click here for additional data file.

Figure S10 **Expression profile of** ***RASSF9*** **mRNA in normal mouse primary keratinocytes.** Total RNA was prepared from mouse primary keratinocytes cultured for the indicated times in growth medium (0.06 mM calcium) or differentiation-inducing medium (2 mM calcium). *RASSF9* mRNA expression was determined by QRT-PCR analysis using *RASSF9* gene-specific primers followed by normalization with regard to the mRNA expression of the reference gene: (A) β-Actin, (B) *GAPDH* and (C) *HPRT1*. The results shown are given as the fold-change (Mean ± SD, n = 3); * *P*<0.05; ** *P*<0.005.
(TIF) Click here for additional data file.

Figure S11 ***RASSF9+/*** **− keratinocytes could be induced to differentiate in a manner similar to that of WT keratinocytes.** keratinocytes from *RASSF9*-deficient heterozygotes or WT mice were cultured under growth (0.06 mM calcium) or differentiation-inducing (2 mM calcium) conditions for 4 days, and the expression levels of filaggrin (a marker for terminal differentiation) and K14 (loading control) were analyzed by Western blotting. Similar results were obtained in three independent experiments. +/+, wild type; +/−, *RASSF9*+/−.
(TIF) Click here for additional data file.

Figure S12 **RASSF9 expression could overcome the differentiation defects in** ***RASSF9*** **−/− keratinocytes, but increasing RASSF9 expression did not enhance terminal differentiation in keratinocytes.** (A) *RASSF9*−/− mouse primary keratinocytes were transduced by adenoviral vectors encoding HA-tagged RASSF9 or the GFP control with a viral dose of 5, 10 and 20 MOI for 1-day infection, and incubated in differentiation-inducing medium (2 mM calcium) for 4 days. Western blotting was used to examine the expression levels of filaggrin (a terminal differentiation marker) and HA-RASSF9. Similar results were obtained in two independent experiments. (B) Normal mouse primary keratinocytes were infected with adenoviral vectors encoding HA-tagged RASSF9 or the GFP control with a viral dose of 5, 10, 15 and 20 MOI for 1-day infection, then incubated as described in (A) before lysis and Western blot analysis. +/+, wild type; −/−, *RASSF9*−/−.
(TIF) Click here for additional data file.

Table S1 **Oligonucleotide primers used to amplify the fragments for Southern probes, transgene-flanking genome and gene identification.**
(DOC) Click here for additional data file.

# Supplementary material for: A Novel Role of RASSF9 in Maintaining Epidermal Homeostasis
**Source:** PLoS One. 2011 Mar 21;6(3):e17867. doi: 10.1371/journal.pone.0017867
**Supplement:** Table S1 — Oligonucleotide primers used to amplify the fragments for Southern probes, transgene-flanking genome and gene identification.

**Table S1.** Oligonucleotide primers used to amplify the fragments for Southern probes, transgene-flanking genome and gene identification.

| **Name** | primer (5’-3’) | Purpose |
| --- | --- | --- |
| **_probe** | ATGGTTGGCCCATTAATAGC | Southern probe |
| CAGGCCTAGAAGGAATGTAG |
| **Tg_peobe** | ACAATGCCTGTCCGTGC | Southern probe |
| AGAAACACGCGTTACTCT |
| **RI** | TTGCTCCTGCCACACTACCCTGACC | Inverse PCR of RIF |
| GAGTAACTGGACTGGAGGAGCGCTCC |
| **H3** | ACAGGACCTATGGTCTGAAGAGCTAGCTGG | Inverse PCR of H3F |
| CACGACACACTGATGAACACCACCACGATG |
| **_PCR** | CGTGTAACAGGGGTTAGCAATTGC  GGGTGTTGGAGTTGTAGGTACAAG | Genotype screening; primers specific for the deleted sequence of the RASSF9 intron and *LMP*-1 transgene |
| ***LMP*1_PCR1** | GGTTGATCTCCTTTGGCTCCTCCTG  AGTCAGTCAGGCAAGCCTATGACATG |
| ***LMP*1_PCR2** | CCTTCTCTGTCCACTTGG  GGATCGGAAGAAGGATCGGT | RT-PCR |
| ***RASSF9*** | GACCATGGCTCCCTTTGGA | QRT-PCR and PCR |
| TGGAGGTGGTGCGTTTAGTTAA |
| ***CDKN1A*** | CAGACATTCAGAGCCACAGG | QRT-PCR |
| TCAAAGTTCCACCGTTCTCG |
| ***CDH1*** | AGGAAATCACATCTTATACCGC | QRT-PCR |
| CGTCTTCTCTGTCCATCTCA |
| ***fn1*** | AGGCAGAAAACAGGTCTCGATT | QRT-PCR |
| CAGAATGCTCGGCGTGATG |
| **β-Actin** | CATTGCTGACAGGATGCAGAA | QRT-PCR and PCR |
| GCTGATCCACATCTGCTGGAA |
| **GAPDH** | ATCACTGCCACCCAGAAGAC  CAGTGAGCTTCCCGTTCAG | QRT-PCR |
| **HPRT1** | TGGGCTTACCTCACTGCTTTCC  CCTGGTTCATCATCGCTAATCACG | QRT-PCR |

How the deposited data were processed for this re-analysis (not part of the article)

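Gene expression was measured on Affymetrix GeneChip Mouse Genome 430 2.0 Arrays in primary keratinocytes of neonatal mice, with 1 WT array and 2 *RASSF9*−/− arrays. The methods give the number of mice as 1 for WT and 2 for *RASSF9*−/− and 1 culture plate per sample. The authors' methods name 48 h in low-calcium medium for each sample, and the deposited descriptions name 24 h for WT. No other experiment of the paper has deposited values, so none was analysed here.

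The authors deposited MAS5 signals, a linear intensity for each probe set, scaled so that the trimmed mean of every array is 500 (2% removed at each end, checked on the values). The deposited table holds no detection calls and no second normalization, and image files were not used here. The signals ranged from 0.2 to 48375 on the WT array and the values were not on a log scale. GeneSpring, named in the methods, was not used here.

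From these signals, log2 values were computed without a further normalization and without a pseudocount. The table has 64 control probe sets and 45037 others. The platform annotation pairs 34945 of the others with 1 gene symbol, 932 with several and 9160 with none. By gene ID, 34741 were found in the RefSeq table of assembly GRCm38.p6, which changed 0 symbols. No coordinates were used because the build of the annotation is not named. Probe sets with 1 symbol represent 18193 genes. A probe set was kept when its mean log2 signal was at or above the 50th percentile of the probe sets that are not controls, a signal of 82.7, and the brightest was taken for each gene, which left 11089 genes.

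*RASSF9*−/− was compared with WT by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with an intensity trend, two-sided, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. The fit has 1 residual degree of freedom, from the *RASSF9*−/− pair, and 5.31 prior degrees of freedom from all genes. The array date was not a term of the model, because it would leave no residual degree of freedom. Genes at least 2-fold from WT in the same direction on both *RASSF9*−/− arrays were counted without a test, and the same count was made with each *RASSF9*−/− array in the place of WT. Both differences share the WT array, so 100 sets of unchanged arrays were simulated for comparison.

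For each of 33 gene lists the median log2 fold change and camera of limma with a preset correlation of 0.01 were computed, adjusted over the 29 lists with at least 3 genes measured. The median was also ranked among 10000 random lists of the same size drawn from 20 bins of mean signal. The lists cover cyclin-dependent kinase inhibitors, p53 targets, DNA replication, mitosis, the layers and states of the epidermis, hair follicle, junctions, ERK, YAP and Notch signalling, cytokines, interferon response, cholesterol synthesis, NRF2 targets, the unfolded protein response, hypoxia and glycolysis, heat shock, RASSF and RAS genes, genes near Rassf9, reference genes, sex-linked genes and markers of other cell types. RNA quality was read from the signal ratio of the 3' to the 5' control probe sets of Gapdh and beta-actin.

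The tests across genes and lists, the lists, the rule for naming genes and the alternative settings other than the background limit were chosen before the data were examined. Tests of array date within the chemokine and cell-cycle lists and of culture time were chosen after the results were seen. The rule for naming genes took every gene the paper names, the 12 genes higher and the 12 lower with the largest value of the smaller of the 2 changes, up to 4 genes of each list by the same measure, and all Cip/Kip and INK4 inhibitors. Gapdh has no probe set of 1 symbol and was read from its control probe sets. Calcb is a called gene outside this rule and was named after its values were seen. The background limit of 78.4, the highest signal of the 27 *Bacillus subtilis* control probe sets over the 3 arrays, was chosen after the values were seen. Where an array of a named gene lies under it, its value is set to it and the fold between WT and the geometric mean of *RASSF9*−/− is given as a lower bound, beside the fitted log2 fold change for Rassf9 and Krt79. Nothing is given as a fold where both groups lie under it.

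The alternatives were division of each array by its median, quantile normalization, no filter, a filter at the 75th percentile, a pseudocount of 32, the mean of a gene's probe sets, limma without the intensity trend, the methods' t-test with and without adjustment, fold thresholds of 1.5 and 3, an estimated correlation in camera, the rank among random lists, the background limit as a floor, and leaving out each *RASSF9*−/− array.

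The procedure was tested on simulated data for this comparison, with 11089 genes, 20 simulations and 50 changed genes of each size. The test called 0.6% of genes changed by 1 on the log2 scale, 14.3% of those changed by 2, 52.8% of those changed by 3 and 87.4% of those changed by 5. With no gene changed, the median number of calls was 0 and the highest was 3. At this number of arrays a gene below the threshold may therefore still differ. Signals above the bacterial controls made up 53.2% of probe sets for WT, 55.8% for *RASSF9*−/− array 1 and 50.9% for *RASSF9*−/− array 2. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.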

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

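Tests of array date for the chemokine and cell-cycle lists, the test of culture time and the background limit were chosen only after the results were seen. The other tests were set earlier.

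Chemokine genes that attract neutrophils and T cells, and lysozyme genes, were 7 of the 9 transcripts that passed the test, and the paper does not discuss them. Taking the geometric mean of the *RASSF9*−/− arrays, Cxcl5 was at least 19.5-fold higher, Cxcl3 at least 43.1-fold, Cxcl2 at least 32.1-fold, Cxcl10 at least 13.6-fold, Lyz1 at least 17.9-fold and Lyz2 at least 9.03-fold, in each case with a WT signal in the background. Cxcl1 had a log2 fold change of 4.13, Sprr2d of 4.97 and Calcb, a gene of the CGRP family, of 3.99 (standard error 0.36, adjusted p = 0.0359 from limma). Cxcl1, Cxcl2 and Cxcl3 resemble each other, as do Lyz1 and Lyz2, and the probes of each group may share signal. All 9 were higher on 2 of 2 *RASSF9*−/− arrays, and their calls depend on the model, since 0 genes were called with quantile normalization, without the intensity trend or with background values set to the bacterial controls.

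Leukocytes carried into the *RASSF9*−/− cultures would bring their abundant transcripts along with Lyz2. Of 12 other leukocyte genes, 1 (Laptm5) was at least 2-fold higher on both *RASSF9*−/− arrays and above background, fewer than the 3 set earlier as the bound for excluding leukocytes, but only 3 of the 12 were above background on both at all. On *RASSF9*−/− array 1 Fcer1g (15.2 for WT and 142 there), Tyrobp (48.9 and 137) and Cd74 (71.7 and 178) were also higher, whereas on array 2 they were 20.9, 60.3 and 53.5 and H2-Ab1 was 83.5 (422 for WT) beside 638 for Lyz2, while Csf1r (784 for WT and 1686) and, still in the background, Coro1a (6.1 and 78.1) were higher there, so these genes go both ways and leukocytes are not excluded. Array date as the whole cause is argued against by WT and *RASSF9*−/− array 1, which share a date and between which the median of the cytokine and chemokine list was 3.17, at percentile 100 of random lists. Loss of RASSF9, the difference in labelled culture time and the *LMP-1* insertion that made the allele stay open as explanations. Expression of *LMP-1* was not analysed here, and the paper, which looked in skin (Figure S2), did not detect it. A single WT culture that happened to have low signals of these genes could give the same values.

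In the mitosis list 23 of 24 genes were higher on both *RASSF9*−/− arrays, with a median log2 fold change of 1.80 (1.38 with background values raised to the bacterial controls), which passed camera with a preset correlation but not with an estimated one (adjusted p = 0.741 in limma), and no single gene passed the test. Between WT and *RASSF9*−/− array 1, which share a date, the mitosis median of 1.29 was at percentile 100 of random lists, which argues against array date as the whole cause. Culture time stays open, because no WT array shares the 48 h that the descriptions give for *RASSF9*−/−, so it cannot be told apart from genotype. More proliferation of cells without RASSF9, which the paper measured by BrdU incorporation (Figure 12A), is the biological explanation that the design names. A single WT culture that happened to cycle slowly could give the same values, and more WT arrays would be needed to test it.

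The genes at least 2-fold from WT on both *RASSF9*−/− arrays numbered 568. With *RASSF9*−/− array 1 as the odd one the count was 442 and with *RASSF9*−/− array 2 it was 704, so WT stood apart more than *RASSF9*−/− array 1 and less than *RASSF9*−/− array 2. Array date and variation between single cultures cannot be told apart here from an effect of genotype, since the other date holds 1 array. The 3'/5' ratio of beta-actin does not decide on poor RNA, because its reading changes with the normalization. It was 1.43 for WT, 1.41 for *RASSF9*−/− array 1 and 1.37 for *RASSF9*−/− array 2. Quantile normalization places WT, at 1.48, above both by more than their difference. The ratio of Gapdh for WT, 0.841, lay between 0.939 for *RASSF9*−/− array 1 and 0.832 for *RASSF9*−/− array 2. Those 568 genes differ by definition between WT and *RASSF9*−/− array 1, which share a date, but they were picked for that difference, so it decides nothing.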

How the results depend on the processing

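Quantile normalization, limma without the intensity trend and the floor at the bacterial controls (chosen after the values were seen) each called 0 genes higher, against 9. The filter at the 75th percentile called 5 and the pseudocount of 32 called 5. The methods' t-test called 258 higher and 235 lower without adjustment, and 3 higher and 1 lower with it. Division of each array by its median called 1 gene lower. The cause was not tested.

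Genes at least 2-fold higher on both *RASSF9*−/− arrays numbered 1275 without a filter, 126 with the filter at the 75th percentile, 785 at 1.5-fold and 112 at 3-fold, against 320, where fewer or more genes or another threshold set the count. Those at least 2-fold lower numbered 896, 112, 686 and 87, against 248. Leaving out 1 *RASSF9*−/− array, a single difference with no test, gave 646 higher and 575 lower without array 2, and 762 higher and 988 lower without array 1.

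With an estimated correlation in camera, which rests on 1 residual degree of freedom, 0 lists passed, against 10. Those lost include DNA replication (median 0.73), mitosis (1.80), the spinous layer (-0.59) and cytokines (2.57). The smallest unadjusted p of any list was 0.128 in this version of camera, so it cannot decide whether a list shifted. Ranked among random lists, the kinase inhibitors (-0.55), the granular layer (-0.22), p53 targets (-0.23), the unfolded protein response (0.42) and sex-linked genes (0.91) also lay outside the central 95%, and the immune cell markers (0.56) lay inside it. Leaving out 1 *RASSF9*−/− array gave -0.42 to -0.18 for the inhibitors, 0.64 to 1.06 for DNA replication, -1.37 to -0.05 for the spinous layer and -1.28 to 0.65 for the granular layer. With quantile normalization the 3'/5' ratio of beta-actin was 1.48 for WT, 1.35 for *RASSF9*−/− array 1 and 1.41 for *RASSF9*−/− array 2.

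Cdkn1a stayed between -0.43 and -0.35 over 8 settings (adjusted p = 0.989 to 1.00 in limma) and Rassf9 between -2.50 and -2.11 over 7 (adjusted p = 0.430 to 0.810 in limma). Over the other genes named, 1433 of 1478 values kept their side of the threshold or moved little, 33 lost the call and 12 gained one. Over the other lists, 245 of 272 values did, 9 lost the call, 3 gained it and 15 moved without a test. The sign changed in 10 values of 9 genes and 21 values of 11 lists, none of them called, among them heat shock, RAS proteins and PAM, and melanocyte markers.

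No paired analysis was possible because WT has 1 array. Genes near background are limited by signal, since 53.2% of WT probe sets exceeded the bacterial controls.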

Differences from the paper's values

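The paper states no array value, fold change or threshold to compare with. It names p21Cip1 among the transcripts down-regulated in *RASSF9*−/− cells. By QRT-PCR it also reports less p21Cip1 mRNA in *RASSF9*−/− skin (Figure S9), a tissue these arrays did not measure. Cdkn1a was lower on 2 of 2 *RASSF9*−/− arrays for each of its 2 probe sets, with a log2 fold change of -0.36, but it was not called lower in limma (adjusted p = 1.00), in any other setting that tests it, or by the methods' t-test at an unadjusted p under 0.05.

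The paper reports lower filaggrin and loricrin protein in *RASSF9*−/− keratinocytes whatever the calcium concentration. On the arrays, which measure transcripts, Flg was 589 for WT, 53.1 for *RASSF9*−/− array 1 and 570 for *RASSF9*−/− array 2, and Lor was 796 for WT, 328 for *RASSF9*−/− array 1 and 2130 for *RASSF9*−/− array 2, so array 1 runs in the direction of the protein and Lor on array 2 runs against it.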

Other observations

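Cholesterol synthesis genes were lower throughout. Of 22 genes 17 were measured, and 17 were lower on both *RASSF9*−/− arrays, with a median log2 fold change of -0.81 (adjusted p = 5.93e-11 from camera in limma, 0.741 with an estimated correlation). The median was -0.70 for *RASSF9*−/− array 1 and -1.04 for *RASSF9*−/− array 2. Dhcr7 was at -1.66, Mvk at -1.35, Stard4 at -1.18 and Idi1 at -1.16, and no gene passed the test, also when adjusted over the list alone. Hypoxia and glycolysis genes had a median of -0.44, with 13 of the 18 measured (of 21) lower on both *RASSF9*−/− arrays (adjusted p = 6.22e-05 from camera in limma, 0.741 with an estimated correlation). Their median was -0.47 for *RASSF9*−/− array 1 and -0.68 for *RASSF9*−/− array 2. Pdk1 was at -2.10, Bnip3 at -1.79, Pfkp at -1.48 and Pfkl at -1.03, none past the test.

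Cytokine and chemokine genes, 18 of 19 measured, had a median of 2.57, with 15 higher on both *RASSF9*−/− arrays (adjusted p = 2.22e-16 from camera in limma, 0.741 with an estimated correlation). The median was 3.17 for *RASSF9*−/− array 1 and 1.72 for *RASSF9*−/− array 2. Over all genes 4 of this list were called higher, and 11 higher and 1 lower when adjusted over the list alone. Outside the list, Ppbp had a signal of 124 for WT, 2100 for *RASSF9*−/− array 1 and 8691 for *RASSF9*−/− array 2, and Ptpn22 was at least 4.73-fold and Sprr2f at least 18.1-fold higher, none of them past the test. The interferon response differed in size between the *RASSF9*−/− arrays, with a median of 2.58 for array 1 and 0.55 for array 2, and 1.65 for both (14 of 19 measured, adjusted p = 1.38e-06 from camera in limma, 0.741 with an estimated correlation). Rtp4 had 41.6 for WT, 2460 for *RASSF9*−/− array 1 and 174 for *RASSF9*−/− array 2. Ifit2 was at least 3.35-fold higher and was the 1 gene that passed adjusted over the list alone, where 0 did with quantile normalization or background values raised to the bacterial controls.

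The unfolded protein response had a median of 0.83 for array 1 and -0.20 for array 2 over 17 of 17 genes (0.42 for both, adjusted p = 0.153 from camera in limma). NRF2 targets (13 of 16) had a median of 0.06 (adjusted p = 0.443) and Txnrd1 was at 1.61. Heat shock genes (12 of 12) had a median of 0.01 and a mean of -0.02 (adjusted p = 0.861), and the sign of the median flips with quantile normalization and with the mean of probe sets. Hspe1 was at 1.00 and Hspb8 at -1.22. The RASSF family (9 of 10) had a median of 0.33 (adjusted p = 0.445), with Rassf1 at 0.79 and Rassf5 at 0.89. RAS proteins and PAM (5 of 7) had 0.17 (adjusted p = 0.537), and -0.17 with the mean of probe sets. PAM is the enzyme whose trafficking led to the earlier name of RASSF9, and Pam signals were 170 for WT, 192 for *RASSF9*−/− array 1 and 298 for *RASSF9*−/− array 2. Genes near Rassf9 (5 of 10) were at -0.00 (adjusted p = 0.723), which is above 0 with either other normalization, with Dusp6 at -0.60 and Tmtc2 at 0.88. Reference genes (6 of 8) were at 0.15 (adjusted p = 0.452), with Actb at 0.26 and Hprt at -0.04. In none of these lists did a gene pass the test over all genes or adjusted over the list alone. The adjusted p values of this paragraph are from camera in limma.

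Markers of other cell types were at or near background for several types. Fibroblast markers (14 of 16) had a median of -0.44, with 9 lower on both *RASSF9*−/− arrays (adjusted p = 0.0449 from camera in limma, 0.741 with an estimated correlation), and their median was at percentile 0.39 of random lists. The call was lost without the filter (adjusted p = 0.134 in limma) and with the filter at the 75th percentile (adjusted p = 0.700 in limma). Although 0 of the 14 markers were at least 2-fold lower on both *RASSF9*−/− arrays, a lower fibroblast share in the *RASSF9*−/− cultures is not excluded as a part of the differences from WT. Col1a1 had 429 for WT, 243 for *RASSF9*−/− array 1 and 143 for *RASSF9*−/− array 2. Fn1, on that list and named by the paper, had 14758 for WT, 12866 for *RASSF9*−/− array 1 and 2919 for *RASSF9*−/− array 2. Immune cell markers (5 of 13) had a median of 0.56 (adjusted p = 0.0134 from camera in limma, 0.741 with an estimated correlation), at percentile 96.5 of random lists and so inside their central 95%, where Lyz2 was the called gene. The median was 1.31 for *RASSF9*−/− array 1 and 1.09 for *RASSF9*−/− array 2, at percentiles 99.9 and 99.6 and so outside it. With background values raised to the bacterial controls the median for both was at percentile 98.1, also outside it. Melanocyte markers (10 of 10) had 0.05 (adjusted p = 0.671 from camera in limma), and -0.08 with the mean of probe sets, with Pmel at 8116 for WT, 6519 for *RASSF9*−/− array 1 and 7470 for *RASSF9*−/− array 2. Skeletal muscle markers (3 of 9) had 0.29 (adjusted p = 0.103 from camera in limma), with Acta1 at 1.65 and past the test when adjusted over the list alone. Endothelial markers had 2 genes measured, Merkel cell markers 2, adipocyte markers 1 and erythroid markers 0, too few for a test. Cldn5 was at 0.35, Krt8 at 0.59, Krt18 at 0.59 and Lpl at -0.91.

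Both Xist and genes of the Y chromosome were above background on all 3 arrays. Xist had 8438 for WT, 5235 for *RASSF9*−/− array 1 and 5101 for *RASSF9*−/− array 2, and Eif2s3y had 196 for WT, 392.4 for *RASSF9*−/− array 1 and 542 for *RASSF9*−/− array 2. The 4 of 5 sex-linked genes measured had a median log2 fold change of 0.91 (adjusted p = 0.285 from camera in limma), and none passed the test. Xist was lower and the Y genes Eif2s3y, Uty and Kdm5d were higher on both *RASSF9*−/− arrays, so the median pools opposite directions. Signals of both kinds on each array are what a culture with cells of both sexes would give. The number of pups per culture and the share of male cells were not tested.

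The log2 fold changes of the 2 *RASSF9*−/− arrays against WT correlated at 0.551 across genes, which are not independent replicates, and 100 simulated sets of unchanged arrays gave a median of 0.50 and at most 0.539. The covariance was 0.332, against a median of 0.258 and at most 0.300 simulated. The share of genes with the same sign on both, 66.3%, was not above the simulated median of 66.7% (65.4 to 68.1). Within the shared date 1221 genes (11.0%) were at least 2-fold apart between WT and *RASSF9*−/− array 1. Across dates, 1515 (13.7%) were so between the 2 *RASSF9*−/− arrays and 1750 (15.8%) between WT and *RASSF9*−/− array 2. The 3'/5' ratio of Gapdh was 0.841 for WT, 0.939 for *RASSF9*−/− array 1 and 0.832 for *RASSF9*−/− array 2.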
